# Genome-wide mapping of miRNAs expressed in embryonic stem cells and pluripotent stem cells generated by different reprogramming strategies

**DOI:** 10.1186/1471-2164-15-488

**Published:** 2014-06-18

**Authors:** Botao Zhao, Dehua Yang, Jing Jiang, Jinsong Li, Chunsun Fan, Menggui Huang, Yi Fan, Yan Jin, Youxin Jin

## Abstract

**Background:**

Reprogrammed cells, including induced pluripotent stem cells (iPSCs) and nuclear transfer embryonic stem cells (NT-ESCs), are similar in many respects to natural embryonic stem cells (ESCs). However, previous studies have demonstrated that iPSCs retain a gene expression signature that is unique from that of ESCs, including differences in microRNA (miRNA) expression, while NT-ESCs are more faithfully reprogrammed cells and have better developmental potential compared with iPSCs.

**Results:**

We focused on miRNA expression and explored the difference between ESCs and reprogrammed cells, especially ESCs and NT-ESCs. We also compared the distinct expression patterns among iPSCs, NT-ESCs and NT-iPSCs. The results demonstrated that reprogrammed cells (iPSCs and NT-ESCs) have unique miRNA expression patterns compared with ESCs. The comparison of differently reprogrammed cells (NT-ESCs, NT-iPSCs and iPSCs) suggests that several miRNAs have key roles in the distinct developmental potential of reprogrammed cells.

**Conclusions:**

Our data suggest that miRNAs play a part in the difference between ESCs and reprogrammed cells, as well as between MEFs and pluripotent cells. The variation of miRNA expression in reprogrammed cells derived using different reprogramming strategies suggests different characteristics induced by nuclear transfer and iPSC generation, as well as different developmental potential among NT-ESCs, iPSCs and NT-iPSCs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-488) contains supplementary material, which is available to authorized users.

## Background

Embryonic stem cell (ESC) research has made remarkable progress since the establishment of the first human embryonic stem cell line in 1998 [1]. The pluripotent nature of ESCs makes them valuable as a tool to model embryonic development and for regenerative medicine *in vitro*. They are also valuable as a cell resource for transplantation. However, the ethical issues surrounding the derivation of ESCs from embryos hinders the clinical application of ESCs and many countries limit or ban their use [2].

In 2006, Yamanaka brought pluripotent cell research into a new era by showing that over-expression of four key transcription factors, Oct4, Sox2, Klf4 and c-Myc, could reprogram mouse somatic cells into ESC-like cells that showed similar morphology and pluripotent nature to that of ESCs [3]. They named these ESCs-like cells “induced pluripotent stem cells” (iPSCs). Research into iPSCs has since proceeded at an astonishing pace and has included the establishment of human iPSCs and high efficiency induction of iPSCs with fewer transcription factors in combination with microRNAs (miRNAs) or small compounds [4–9]. With ongoing advances in miRNA biology, these findings may lead to a nonviral, nontranscription-factor mediated procedure for generating iPSCs for use not only in basic stem cell biology studies, but also in high throughput generation of human iPSC clones from large patient populations.

Despite the robustness of iPSCs technology, human somatic cell nuclear transfer (SCNT) research remains an important approach for regenerative medicine [10, 11]. The recent establishment of human pluripotent ESCs by SCNT has been long-anticipated as an approach for generating patient-matched nuclear transfer (NT)-ESCs for studies of disease mechanisms and for developing specific therapies [12]. Since the initial discovery in amphibians in 1962, SCNT success in a range of different mammalian species has demonstrated that such reprogramming activity is universal [12–14]. Direct comparisons between iPSCs and NT-ESCs in the mouse indicated that SCNT-based reprogramming is more efficient in resetting the epigenetic identity of parental somatic cells [15, 16]. The breakthrough discovery of such a reprogramming event provides a powerful means to generate and regenerate unlimited pluripotent stem cells directly from body tissue cells. Yet, full understanding of the mechanism involved, called somatic cell reprogramming (SCR), remains elusive.

iPSCs share the majority properties with ESCs, such as morphology, differentiation, pluripotency, DNA methylation and gene expression; however, there is a wide range of evidence showing that there are subtle yet substantial differences between these cell types [17–22]. These studies demonstrated that iPSCs are characterized by a unique gene and miRNA expression signature as well as a CpG methylation pattern that distinguishes them from ESCs. Recently, several miRNAs have been shown to enhance iPSC reprogramming when expressed with combinations of the four key factors [23, 24]. These miRNAs belong to families of miRNAs that are expressed preferentially in ESCs and are thought to help maintain the ESC phenotype. How these miRNAs enhance iPSC reprogramming is unclear but may involve their ability to regulate the cell cycle. Further experiments demonstrated that the miR-302/367 cluster can directly reprogram mouse and human somatic cells to an iPSCs state in the absence of any of the previously described iPSCs transcription factors [25–29]. These results show that miRNAs may be the crucial factors of iPSCs as well as having key roles in their induction.

The purpose of this study was to determine the miRNA profiles and to identify the differentially expressed miRNAs in ESCs, reprogrammed cells and mouse embryonic fibroblasts (MEFs) by deep sequencing analysis. Previous studies reported that reprogrammed cells generated by different reprogramming strategies showed different developmental potential [16]. We therefore generated three kinds of mouse reprogrammed cells: iPSCs, NT-ESCs and NT-iPSCs. We evaluated the differences between the miRNAs signatures of ESCs, MEFs and the variously derived reprogrammed cells.

## Results

### Sequencing the small RNA transcriptomes in different cell lines

To generate miRNA profiles of ESCs, reprogrammed cells and MEFs by deep sequencing analysis, we used three different batches of RNA samples for MEFs and ESCs, and two different batches of RNA samples for NT-ESCs, iPSCs and NT-iPSCs (which were all derived from the same MEF line). 

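The 12 libraries comprised 3 of MEFs, 3 of the ESC line E14, and 2 each of iPSCs, NT-ESCs and NT-iPSCs. The iPSCs were made with dox-inducible Oct4, Sox2, Klf4 and c-Myc, the NT-ESCs by transfer of a MEF nucleus into an oocyte, and the NT-iPSCs by transfer of an iPSC nucleus. Replicates were batches of RNA from 1 line of each type, so the spread between them does not cover differences between lines. For each of 1042 miRNAs the authors deposited a value per library that had been normalized with DESeq size factors and variance stabilized (VST), on a log2 scale. Inverting the VST gave whole numbers of reads for 100% of the nonzero values, with a largest deviation of 0.0159 read. The recovered reads on miRNAs numbered 7867514 to 8608689 per library in MEFs, 4863365 to 5771398 in ESCs and 5293867 to 7567263 in reprogrammed cells. At these depths, 3 reads correspond to a CPM (read count scaled to library size) between 0.348 and 0.617. The floor for lower bounds was 3 reads in the MEF libraries, which the deposited size factors scale to 3.80 normalized reads. That floor covers counting error only, because amplified reads are not independent molecules. Reads of replicate libraries differed by more than counting noise, with a chi-square per degree of freedom from 52.1 to 389 where counting noise alone gives about 1. Groups were compared with limma on the VST values in 1 model of all 12 libraries. Adjusted p values use the Benjamini-Hochberg method over the 732 miRNAs with at least 10 reads in at least 2 libraries. A difference is the mean VST of the first group minus that of the second, in log2 units. At low read numbers the VST compresses changes, so such a difference can fall short of the log2 fold change.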

Small RNA transcriptomes from 12 RNA samples from five different cell lines were analyzed by next generation Solexa sequencing. 

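Clean reads made up 90.0% ± 2.67 (SD, n = 3) of high quality reads in ESCs, 96.3% ± 0.605 (SD, n = 3) in MEFs and 94.0% ± 1.43 (SD, n = 6) in reprogrammed cells, by the paper's read counts per library. Across miRNAs, Pearson's r between the VST values of replicate libraries lay between 0.979 and 0.986 in MEFs and between 0.982 and 0.986 in ESCs. It was 0.984 for the pair of iPSC libraries, 0.989 for NT-ESCs and 0.985 for NT-iPSCs. Between cell types, r lay between 0.690 and 0.729 for MEFs against ESCs, between 0.730 and 0.765 for ESCs against reprogrammed cells, and between 0.508 and 0.610 for MEFs against reprogrammed cells. These correlations run across miRNAs, which are not independent replicates. The set of miRNAs is not that of the distances given below, so the 2 kinds of values cannot be converted into each other. The paper's counts also separate the 6 reprogrammed libraries from the 6 MEF and ESC libraries. Reads without a 3′ adaptor made up 0.0701% ± 0.0306 (SD, n = 6) of high quality reads in the reprogrammed libraries and 0.799% ± 0.508 (SD, n = 6) in the MEF and ESC libraries. Reads without an insert made up 0.232% ± 0.0729 and 2.14% ± 1.04 (SD, n = 6 each), and 5′ adaptor contaminants 2.80% ± 0.395 and 0.819% ± 0.615. Total reads numbered 13073136 to 16401271 in the reprogrammed libraries and 10813833 to 11588740 in the others. For all 4 measures the ranges of the 2 sets of libraries do not overlap. Each set holds only its own cell types, so a difference in library handling cannot be told apart from the difference between reprogrammed cells and ESCs or MEFs, and no comparison across the sets can be recomputed within 1 set.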

The total sequencing reads are shown in Additional file 1: Table S1, which shows that high quality sequence was generated based on the high percent of clean reads and the high consistency among the different batches of RNA samples from the same cell lines. After removal of adapter sequence, low quality tags and contaminants, analysis of all reads showed the read length distribution main peaks at 20–24 nt. This indicates that mature miRNAs were enriched in the sequencing samples (Figure 1A). The composition of small RNAs depicted in Figure 1B illustrates the different distribution of RNA species in the different cell lines. The MEF cells expressed more miRNAs than ESCs or the reprogrammed cells.

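Reads on miRNAs made up 77.3% ± 1.96 (SD, n = 3) of the clean reads in MEFs and 52.3% ± 2.58 (SD, n = 3) in ESCs. The share was 43.3% ± 1.44 (SD, n = 2) in iPSCs, 48.5% ± 0.978 (SD, n = 2) in NT-ESCs and 52.05% ± 2.55 (SD, n = 2) in NT-iPSCs. The clean reads are the paper's, and the miRNA reads are those recovered from the VST values. MEFs exceeded the 9 pluripotent libraries by 27.9 percentage points (two-sided exact permutation test, p = 0.00455, the smallest that 220 arrangements allow). Against ESCs alone the difference was 25.1 points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The setting that moved the first difference most left out MEF replicate 13 and gave 26.8 points. A few miRNAs took more of the reads in MEFs: the 10 most abundant in each library held 69.2% ± 0.630 (SD, n = 3) of the miRNA reads in MEFs, 52.5% ± 0.272 (SD, n = 3) in ESCs and 47.2% ± 3.76 (SD, n = 6) in reprogrammed cells. The number of different miRNAs ran the other way. With a minimum of 10 reads, 527 ± 1 miRNAs (SD, n = 3) were detected in MEFs, 579 ± 6.08 (SD, n = 3) in ESCs and 619.7 ± 11.0 (SD, n = 6) in reprogrammed cells. The 3 MEF libraries differed by -79.1 such miRNAs on average from the 9 others (two-sided exact permutation test, p = 0.00455). With a minimum of 1 read, 740 to 752 miRNAs were detected per MEF library and 783 to 818 per pluripotent library. These numbers make no allowance for depth, and 2 measures of depth rank MEFs differently. The MEF libraries held the most miRNA reads but had the lowest deposited size factors, 0.761 to 0.818 against 0.886 to 0.998 in ESCs and 1.14 to 1.44 in reprogrammed cells. The size factors follow the reads of the typical miRNA, so they are not independent of the number detected.

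**Figure D1:**
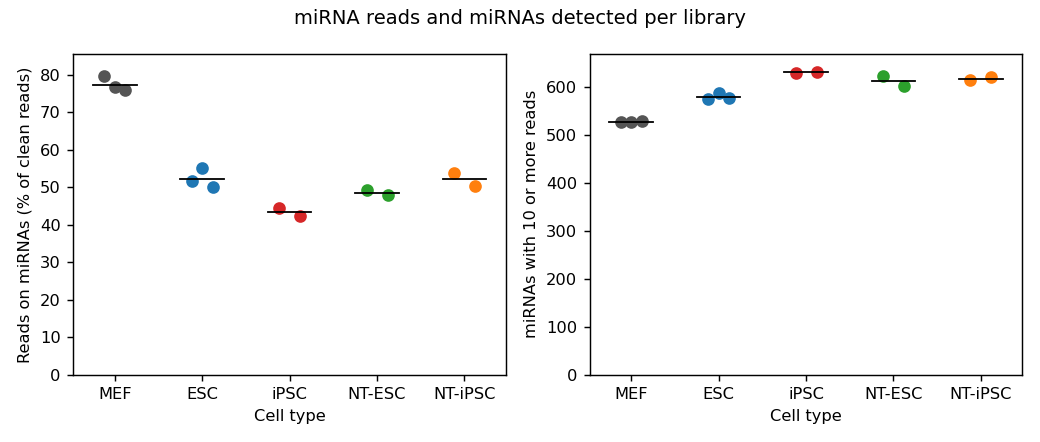
Reads on miRNAs as a percent of clean reads (left) and miRNAs with 10 or more reads (right), for each of the 12 libraries by cell type; points are libraries and lines are means. The 3 MEF libraries are highest on the left and lowest on the right, at 526 to 528 miRNAs.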

**Figure 1:**
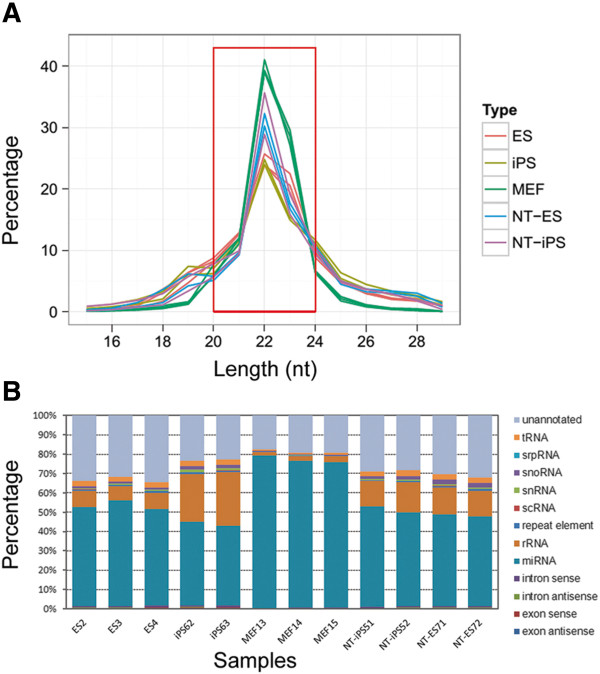
**Deep sequencing of the small RNA transcriptomes in MEF, ESCs and reprogrammed cells. A**. Read length distribution (nt) after removal of adaptors, low quality tags and contaminants. The y-axis depicts the percentage of read lengths relative to the total number of reads in each dataset. Red box outlines the peak of read length ranging from 20 to 24 nt. **B**. Proportion of total/unique small tags matched to different RNA species. The sequences obtained from each sample were subjected to a series of sequence similarity searches using specific databases (listed at right).

### Distinct miRNA expression signatures are associated with differently derived cells

Previous studies have reported different miRNA expression profiles in ESCs and iPSCs [17]. In addition, reprogrammed cells generated by different reprogramming strategies show different developmental potential [16]. However, detailed miRNAs profiles of these cells have not so far been explored. We, therefore, evaluated differences among miRNA signatures of differently derived cells. 

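Between MEFs and the mean of the 4 pluripotent types, 633 of 732 miRNAs had a limma adjusted p under 0.05, 291 higher in MEFs and 342 lower. Of these, 561 differed by at least 1. Requiring at least 100 reads in every library of a group left 498 miRNAs, of which 450 passed, and a model with only 2 groups gave 432 of the 732. In 384 miRNAs the 3 MEF libraries did not overlap the 9 pluripotent libraries, where chance gives 0.909% of the 732. MEFs against ESCs alone gave 578 miRNAs, 286 higher in MEFs and 292 lower, and 585 miRNAs without overlap, where chance gives 10%. The split between higher and lower depends on the scaling: 49.5% of these calls were higher in MEFs with the deposited size factors, and 37.4% with TMM-type scaling, an alternative chosen after seeing the data. The most significant miRNA higher in MEFs was miR-206-3p, with a VST of 22.08 ± 0.26 (SD, n = 3) in MEFs and 13.00 ± 0.33 (SD, n = 3) in ESCs. Its difference from the pluripotent types was 9.56 (standard error 0.15, adjusted p = 3.2e-13, limma). Next were miR-28-3p at 5.33 (adjusted p = 1.0e-12) and miR-100-5p at 5.61 (adjusted p = 1.3e-12). On the lower side, miR-295-5p and miR-291b-5p, both with 0 reads in every MEF library, were at least 509-fold and 77.2-fold higher in ESCs than the 3-read limit of the MEF libraries.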

As shown in Additional file 2: Figure S1, clustering analyses of all samples based on miRNA expression demonstrated a significant difference between MEFs and pluripotent cells, as well as major similarities among the differently derived pluripotent stem cells. The heatmap representing the distances between the samples also showed the same signature (Figure 2A). However, despite similarities in the pluripotent nature and the miRNA expression profiles of ESCs and reprogrammed cells, a significant difference in the miRNA expression pattern was still evident after clustering analysis, which is indicated by a colored sidebar in Figure 2B. In addition, the three reprogrammed cell types also presented obvious differences in miRNAs expression (Figure 2B).

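Euclidean distances between libraries over the VST values of all 1042 miRNAs averaged 30.6 within cell types, with a range from 25.8 to 35.6. MEF libraries lay 102.6 from ESC libraries on average (range 98.7 to 105.2) and 122.3 from reprogrammed libraries (range 115.3 to 128.9). ESC libraries lay 87.2 from reprogrammed libraries (range 84.5 to 92.03). Every distance between these sets exceeded every distance within a type. The mean distance between the MEF and the 9 pluripotent libraries was 1.99 times the mean distance within the 2 sets (one-sided exact permutation test, p = 0.00455, the smallest p that 220 arrangements allow). With 1 minus Spearman's correlation as the distance, the setting that moved it most, the ratio was 3.10 with the same p. In a plot of the libraries placed by these distances, the first axis held 65.1% of the squared distance and separated MEFs from reprogrammed cells with ESCs between. The second held 23.8% and separated ESCs from all other libraries.

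**Figure D2:**
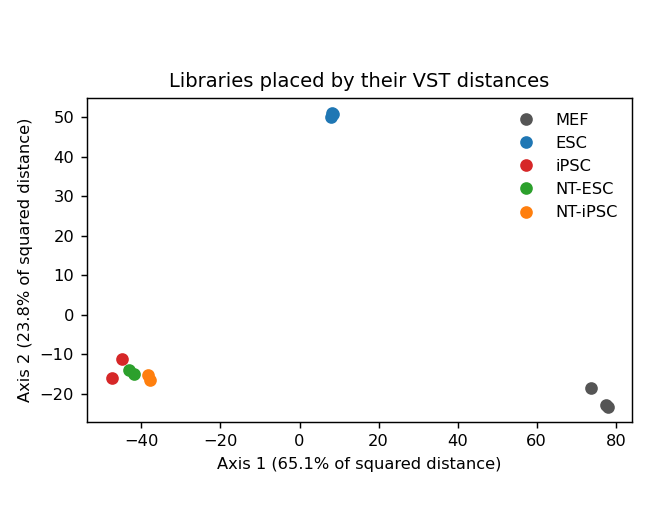
Position of each of the 12 libraries on the 2 axes that hold most of the squared VST distance, in VST (log2) units; points are libraries, coloured by cell type. The 6 reprogrammed libraries lie together, apart from the 3 ESC and the 3 MEF libraries.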

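Between the mean of the 3 reprogrammed types and ESCs, 600 of 732 miRNAs passed the threshold (limma, adjusted p under 0.05), 322 higher in reprogrammed cells and 278 lower, and 513 differed by at least 1. Restricting the test to miRNAs with at least 100 reads in every library of a group moved the count most, to 440. In 520 miRNAs the 6 reprogrammed libraries did not overlap the 3 ESC libraries, where chance gives 2.38%. The median absolute difference was 2.00, against 1.74 between MEFs and ESCs. Distances between ESC and reprogrammed libraries were 2.60 times those within the 2 sets (one-sided exact permutation test, p = 0.0119, the smallest p that 84 arrangements allow). With 1 minus Spearman's correlation, the setting that moved this ratio most, it was 5.52 with the same p. The most significant miRNAs higher in reprogrammed cells were miR-129-2-3p at 7.24 (standard error 0.17, adjusted p = 3.6e-11, limma), miR-598-3p at 6.06 (adjusted p = 3.6e-11) and miR-29a-3p at 4.89 (adjusted p = 6.4e-11).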

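Distances between libraries of different reprogrammed types averaged 35.7 (range 31.5 to 38.6), against 27.7 between replicates (range 25.8 to 28.9), so that every distance between types exceeded every distance within a reprogrammed type. They averaged 36.3 for iPSCs to NT-ESCs, 38.2 for iPSCs to NT-iPSCs and 32.4 for NT-ESCs to NT-iPSCs. By limma, 188 of 732 miRNAs differed between NT-ESCs and iPSCs (92 higher in NT-ESCs, 96 lower), 194 between NT-iPSCs and iPSCs (98 higher in NT-iPSCs, 96 lower) and 94 between NT-iPSCs and NT-ESCs (41 higher in NT-iPSCs, 53 lower). With voom on the recovered reads, chosen after seeing the data and the setting that moved the last count most, 172 miRNAs differed between NT-iPSCs and NT-ESCs. The miRNAs most significantly higher in NT-ESCs than in iPSCs were let-7f-5p at 1.89 (standard error 0.17, adjusted p = 0.000118, limma), miR-10a-5p at 1.49 (adjusted p = 0.000159) and let-7d-5p at 1.87 (adjusted p = 0.000159). The same 3 led in NT-iPSCs over iPSCs, at 2.42, 1.91 and 2.28. On the lower side of NT-ESCs against iPSCs, miR-184-3p came first at -1.73 (adjusted p = 6.2e-05). It was also first among those higher in NT-iPSCs than in NT-ESCs, at 2.39 (adjusted p = 2.2e-06). Some read quality measures of the paper also separate these types. Reads without a 3′ adaptor made up 0.109% ± 0.00138 of high quality reads in iPSCs, 0.0505% ± 0.00817 in NT-ESCs and 0.0508% ± 0.0108 in NT-iPSCs (SD, n = 2 each), without overlap between iPSCs and the nuclear transfer types, and reads without an insert did not overlap either. Library and cell type cannot be told apart here. With 2 libraries per type, leaving out 1 library of a pair gives no test.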

**Figure 2:**
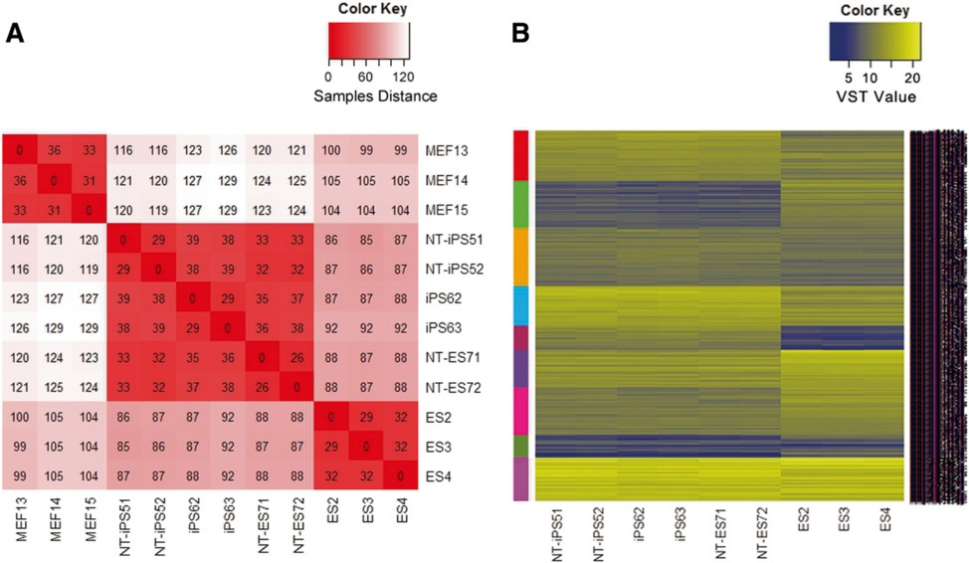
**Distinct expression pattern of miRNAs between ESCs and iPSCs. A**. A heatmap showing the distances between the samples as calculated from the variance stabilizing transformed data. The distance of two samples is indicated in the crossing box of the two samples. A larger number means less similarity between two samples. **B**. miRNAs (VST > 10) were grouped by k-means clustering based on the different expression patterns between ESCs and iPSCs. Each group of miRNAs is indicated by a colored sidebar.

### Differentially expressed miRNAs in ESCs and reprogrammed cells

To determine whether miRNAs are expressed in ESCs and reprogrammed pluripotent cells at similar levels, expression profiling of all known miRNAs was performed on mouse ESCs and reprogrammed pluripotent cells, including iPSCs, NT-ESCs and NT-iPSCs. A Venn diagram shows the top 50 miRNAs that were differentially expressed between each reprogrammed cell type and ESCs, and indicates 34 miRNAs that were differentially expressed in all reprogrammed pluripotent cells, compared to mouse ESCs (Figure 3A, Additional file 3: Table S2). 

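Against ESCs, 555 of 732 miRNAs passed the threshold in iPSCs (291 higher, 264 lower; limma), 555 in NT-ESCs (291 higher, 264 lower) and 568 in NT-iPSCs (301 higher, 267 lower). Of these, 466 passed in all 3 comparisons and 457 of the 466 changed in the same direction in each. The 50 miRNAs with the smallest p in each comparison had 37 in common, and 19 of the 37 are among the paper's 34. Fitting only the groups compared moved this number most, to 25. Ranked by size of the difference among miRNAs with a mean VST over 10, the 3 lists of 50 had 31 in common, 11 of them among the paper's 34. The text names no ranking for the top 50. Of the paper's 50 miRNAs per comparison, 28 were among the 50 with the smallest p in iPSCs, 30 in NT-ESCs and 32 in NT-iPSCs, and all 50 passed the threshold in each. The paper's 34 miRNAs all passed in all 3 comparisons, with the p values adjusted over all 732 miRNAs or over the 34 alone. Since the 34 are the paper's own calls on these libraries, that number shows no stability. Of the 34, 19 were higher in reprogrammed cells than in ESCs and 15 lower.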

The detailed expression profiles of the 34 miRNAs are illustrated in a heatmap (Figure 3B). Among them, the expression of miR-290, miR-294, miR-182 and miR-183 were lower in MEF cells than in pluripotent cells. However, the expression of the other 30 miRNAs was similar in ESCs and MEFs but was significantly different in reprogrammed cells compared to ESCs or MEFs (Figure 3B). 

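In the deposited table the 4 miRNAs of the common list are the 5p arms. The hairpin of miR-290 lies on chromosome 7 of GRCm38 from 3218626 to 3218708 and that of miR-294 from 3220641 to 3220724, where an exon of Nlrp12 lies on the opposite strand. The hairpins of miR-182 (30165918 to 30165992) and miR-183 (30169668 to 30169737) lie on the minus strand of chromosome 6. The MEF libraries held 0 to 2 reads of miR-290-5p and 0 reads of miR-294-5p. The VST of miR-290-5p was 15.92 ± 0.19 (SD, n = 3) in ESCs, 19.59 ± 0.53 (SD, n = 2) in iPSCs, 20.10 ± 0.15 (SD, n = 2) in NT-ESCs and 20.19 ± 0.07 (SD, n = 2) in NT-iPSCs. Against the 3-read limit in MEFs, it was at least 3796-fold higher in ESCs and at least 63824-fold higher in reprogrammed cells. miR-294-5p was at least 114-fold higher in ESCs and at least 2446-fold higher in reprogrammed cells. Reprogrammed cells exceeded ESCs by 4.04 for miR-290-5p (standard error 0.54, adjusted p = 2.7e-05, limma) and by 4.41 for miR-294-5p (standard error 0.14, adjusted p = 1.3e-10). With TMM-type scaling, chosen after seeing the data and among the settings that moved these values most, the 2 differences were 3.83 and 4.21.
miR-182-5p had a VST of 15.47 ± 0.15 (SD, n = 3) in MEFs and 21.39 ± 0.06 (SD, n = 3) in ESCs, a difference of -5.92 for MEFs against ESCs (adjusted p = 3.5e-12, limma). In iPSCs it was 15.47 ± 0.12, in NT-ESCs 16.24 ± 0.02 and in NT-iPSCs 15.63 ± 0.01 (SD, n = 2 each). Its difference from MEFs was -0.00059 in iPSCs (adjusted p = 0.997), 0.76 in NT-ESCs (adjusted p = 0.000208) and 0.16 in NT-iPSCs (adjusted p = 0.281). For reprogrammed cells as a whole it was 0.31 (adjusted p = 0.0143), and -0.02 with upper quartile scaling. miR-183-5p had a VST of 15.35 ± 0.13 (SD, n = 3) in MEFs and 21.08 ± 0.05 (SD, n = 3) in ESCs, a difference of -5.73 (adjusted p = 4.2e-12, limma). It was lower than MEFs in every reprogrammed type, by -2.36 in iPSCs, -1.88 in NT-ESCs and -2.32 in NT-iPSCs (adjusted p from 1.1e-08 to 9.1e-08). The 3p arms differed from the 5p arms here: miR-182-3p and miR-183-3p were 4.56 and 4.02 higher in reprogrammed cells than in MEFs (adjusted p = 1.6e-08 and 1.0e-10). The MEF libraries held only 1 to 3 reads of miR-182-3p, so the size of its difference rests on values at the floor.

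**Figure D3:**
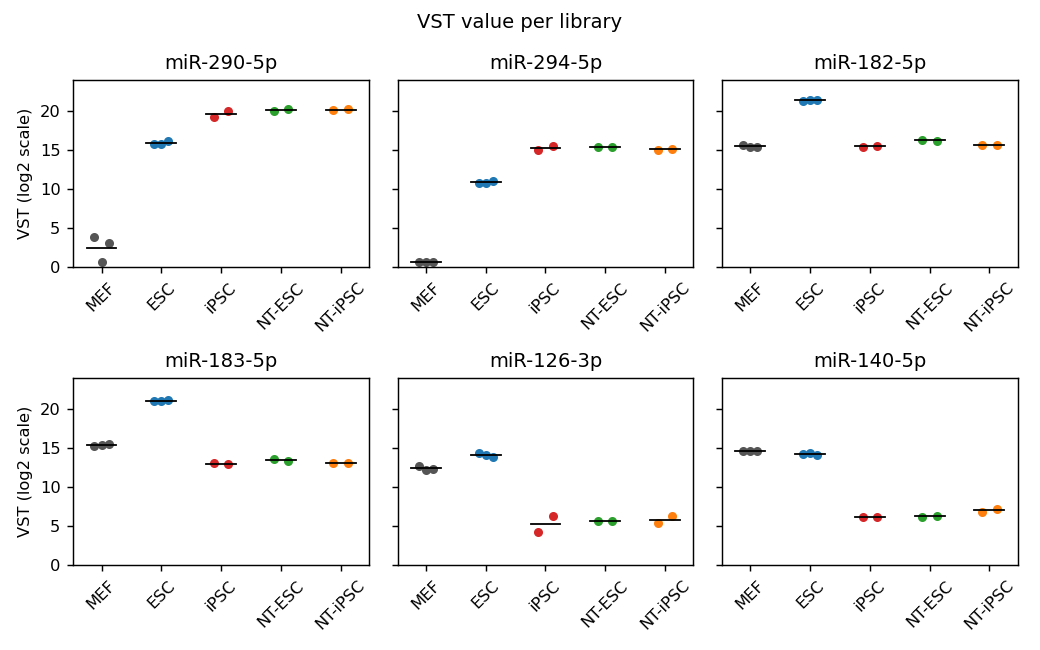
VST value (log2 scale) of 6 miRNAs in each of the 12 libraries by cell type; points are libraries and lines are means. miR-182-5p and miR-183-5p are highest in ESCs, while miR-126-3p and miR-140-5p are lowest in the 6 reprogrammed libraries.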

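Setting aside miR-290-5p, miR-294-5p, miR-182-5p and miR-183-5p, 24 of the other 30 miRNAs differed between MEFs and ESCs at an adjusted p under 0.05 (limma), with the p values adjusted over all 732 miRNAs or over the 30 alone. The setting that moved this count most also required a difference of at least 1 and gave 12. The 6 that did not pass were miR-24-2-5p, miR-107-3p, miR-665-3p, miR-495-3p, miR-433-3p and miR-320-3p. The differences between MEFs and ESCs were small beside those of the reprogrammed cells. Their median absolute size was 0.77 for MEFs against ESCs and 4.57 for reprogrammed cells against ESCs, and 18 of the 30 stayed under 1. For each of the 30, the difference between MEFs and ESCs was smaller than that between reprogrammed cells and ESCs. Over all miRNAs tested, the median for MEFs against ESCs was 1.74. The largest among the 30, picked out after their values were seen, was that of miR-221-3p, which was 2.69 higher in MEFs than in ESCs (standard error 0.27, adjusted p = 2.6e-06), followed by miR-92b-3p at -2.48 (standard error 0.20, adjusted p = 4.4e-07) and miR-669c-5p at -2.34 (standard error 0.17, adjusted p = 1.7e-07). All 30 passed the threshold between reprogrammed cells and MEFs, and the mean of the reprogrammed cells lay outside the MEF and ESC means for each.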

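Counted on the mean of the reprogrammed types against ESCs, 17 of the 30 miRNAs other than miR-290-5p, miR-294-5p, miR-182-5p and miR-183-5p were higher in reprogrammed cells and 13 were lower. Each of the 30 changed in the same direction in iPSCs, NT-ESCs and NT-iPSCs. The difference from ESCs in a single type ran from 3.15 to 6.46 for the 17 and from -8.88 to -3.39 for the 13. Of those picked out after their values were seen, the largest mean difference among the 17 was that of miR-329-3p at 6.29 (adjusted p = 1.3e-10, limma), then miR-495-3p and miR-107-3p, both at 5.96. Among the 13, miR-126-3p and miR-140-5p changed most, then miR-196a-5p at -5.99. No setting of scaling or filter reversed miR-140-5p, miR-126-3p, miR-24-2-5p or miR-370-3p between reprogrammed cells and ESCs. The largest shift that a scaling gave this comparison was -0.21. The differences ran from -8.55 to -5.13, so scaling could not reverse them.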

In detail, 13 miRNAs were highly expressed and 17 miRNAs were expressed at low levels in reprogrammed cells and were significantly different compared to those in ESCs. 

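The miRNAs that the paper names for the largest differences were set beside the others of the 34 on the common list. Between MEFs and the mean of the 4 pluripotent types, miR-290-5p differed by -16.47 (standard error 0.51, adjusted p = 7.0e-11, limma) and miR-294-5p by -13.59 (standard error 0.13, adjusted p = 4.8e-15). Both differences rest on MEF libraries with at most 2 reads. The hairpin of miR-126 lies on chromosome 2 of GRCm38 from 26591357 to 26591429 inside Egfl7, and that of miR-140 on chromosome 8 from 107551244 to 107551313 inside Wwp2. miR-126-3p had 885 to 1172 reads per MEF library, 3278 to 4357 per ESC library and 5 to 24 per reprogrammed library. It differed by -8.55 between reprogrammed cells and ESCs (standard error 0.38, adjusted p = 1.9e-09) and by -6.80 between reprogrammed cells and MEFs (adjusted p = 8.6e-09). Between MEFs and ESCs it differed by -1.75 (adjusted p = 0.00349). miR-140-5p had 4369 to 4891 reads per MEF library, 3801 to 4727 per ESC library and 20 to 41 per reprogrammed library. Its difference was -7.75 against ESCs (standard error 0.13, adjusted p = 2.6e-12) and -8.15 against MEFs (adjusted p = 3.9e-13). Others of the 34 also differed strongly in reprogrammed cells. Against ESCs, miR-183-5p differed by -7.92, more than miR-140-5p. Against MEFs, miR-290-5p differed by 17.48 and miR-294-5p by 14.69. There miR-543-3p, picked out after its value was seen, differed by 6.93, more than miR-126-3p. With 1 library left out in turn, the differences from MEFs stayed between -7.14 and -6.45 for miR-126-3p and between -8.23 and -8.07 for miR-140-5p. The other arm of miR-140 moved the opposite way: miR-140-3p was 1.60 higher in reprogrammed cells than in ESCs (adjusted p = 2.4e-07). The other arm of miR-126, miR-126-5p, was lower by -3.60 (adjusted p = 2.4e-09).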

The miRNAs showing the maximum difference between MEFs and pluripotent cells were miR-290 and miR-294, while miR-126 and miR-140 showed the maximum difference between reprogrammed cells and somatic cells. These results indicate that the difference between ESCs and reprogrammed cells might be attributed, at least in part, to differently expressed miRNAs. 

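The line of reasoning runs from lists to a contrast of 3 kinds of cell. The paper takes the 50 miRNAs that differ most between ESCs and each reprogrammed type and keeps those on all 3 lists (Fig. 3A). It then sets them against MEFs and separates miR-290, miR-294, miR-182 and miR-183, which it describes as low in MEFs, from the rest, which it describes as similar in ESCs and MEFs and different in reprogrammed cells (Fig. 3B). From these expression profiles, the paper proposes that differently expressed miRNAs account in part for the difference between ESCs and reprogrammed cells.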

The following target prediction analysis using bioinformatics described the KEGG pathway and the result showed the enrichment of target genes diffused distribution which was different from the pluripotent specific miRNAs (Additional file 4: Figure S2, Additional file 5: Table S3, and Figure 4).

**Figure 3:**
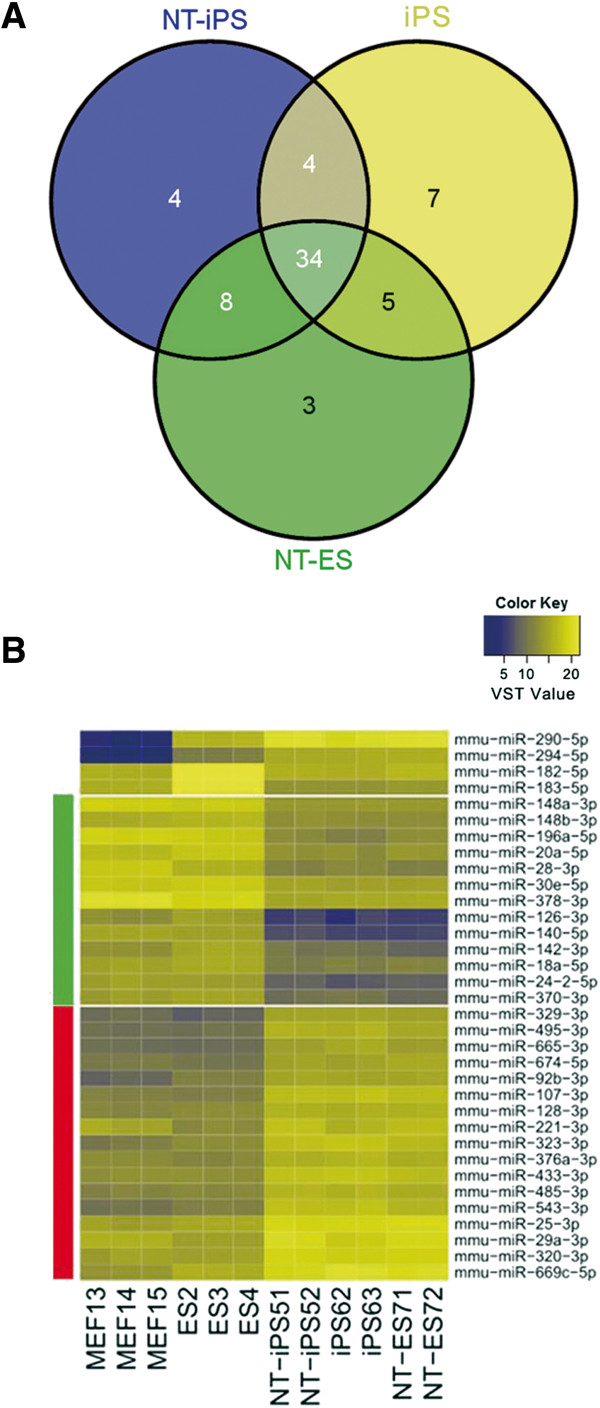
**Differentially expressed miRNAs in ESCs and reprogrammed cells. A**. Venn Diagram shows the number of differentially expressed miRNAs in ESCs and the three reprogrammed cell types. The top 50 miRNAs that are differentially expressed between ESCs and each reprogrammed cell type are represented in each circle. The intersection of the three circles indicates 34 miRNAs that are commonly differentially expressed between ESCs and reprogrammed cells. **B**. Heatmap shows the 34 common reprogrammed cell-specific miRNAs. Except for miR-294, 295, 182, 183, mentioned above, the expression of the remaining miRNAs was similar in ESCs and MEFs. These miRNAs were grouped into two major classes indicated by green and red sidebars. The expression level of the green class of miRNAs was lower in reprogrammed cells than in ESCs and MEFs and the expression level of the red class was higher in reprogrammed cells than in ESCs and MEFs.

**Figure 4:**
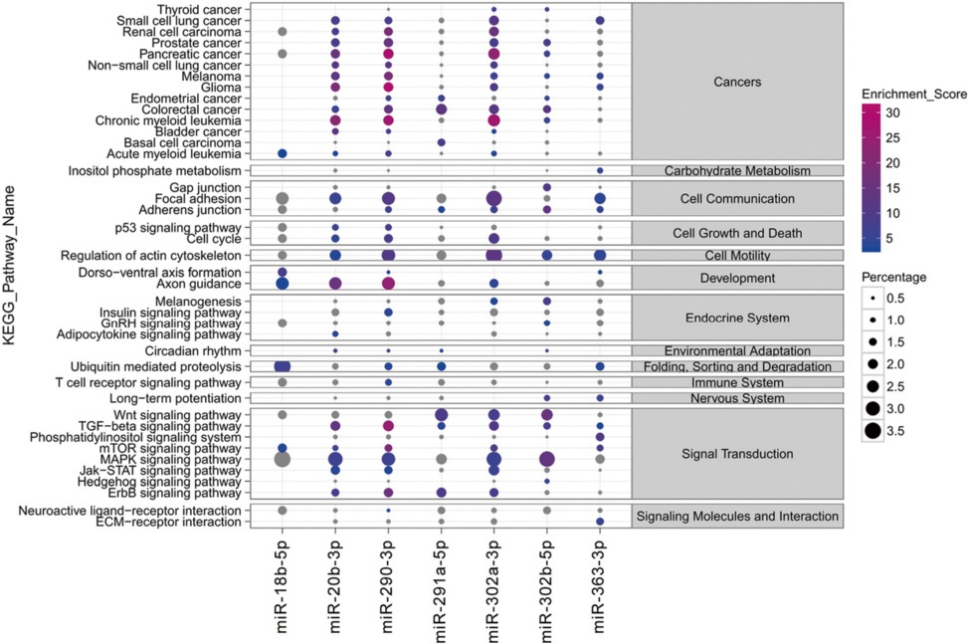
**Target gene prediction.** Target genes of miRNAs in the four pluripotency related classes were predicted by microT v4.0 and mapped to KEGG pathways by mirPath. Not all miRNAs in the four pluripotency-related classes were analyzed because some of them are not yet included in the mirPath database. Some miRNAs that have less than 100 target genes were also excluded in this plot. The bubble plot shows the KEGG pathway enrichment of some pluripotency related miRNAs. The bubble color scaled the enrichment score. A larger score means more significant enrichment. The size of the bubble scaled the percentage of the enriched target genes among total target miRNAs of a miRNA. KEGG pathway names are listed at the left of the plot and the function class names of the pathways are listed in the right panel.

### Distinct expression of miRNAs in the three types of reprogrammed cell

In addition to studying differences in miRNA expression profiles between ESCs and reprogrammed cells, we also compared the expression of miRNAs in the differently derived reprogrammed cells, NT-ESCs, iPCSc and NT-iPSCs. Our previous study demonstrated that different reprogramming strategies resulted in distinct developmental potential and found that NT-ESCs had better developmental potential compared with iPSCs. Furthermore, subsequent nuclear transfer to iPSCs did not rescue, but rather increased the developmental deficiency of iPSCs, resulting in NT-iPSCs having reduced developmental ability [16]. Our current miRNA analysis produced four clusters that were differentially expressed among the different pluripotent cells in which groups 1, 2 and 4 represented differences that were common to iPSCs and the nuclear transfer strategy, while group 3 represented the sequential decreasing expression similar as the developmental ability in different pluripotent cells (Figure 5, Additional file 6: Table S4). 

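Among the 333 miRNAs with a mean VST over 10 in at least 1 reprogrammed type, 173 differed among the 3 types (limma F test over the 3 types, adjusted p under 0.05). Over all 732 miRNAs the same test gave 270. The 2 types with closest means left iPSCs apart in 72 of the 173, NT-ESCs in 56 and NT-iPSCs in 45. The order NT-ESCs above iPSCs above NT-iPSCs held in 10 of the 173, and the reverse order in 16. Of the 82 miRNAs that the paper lists as differing, 73 passed the threshold here. With 2 libraries per type, the 6 libraries can be split into 3 pairs in 15 ways, so an exact permutation test of a single miRNA cannot go below p = 0.0667.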

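Group 1 of the paper (31 miRNAs, 30 past the threshold) was lowest in iPSCs for all 31. Its median difference from iPSCs was 1.49 in NT-ESCs and 2.00 in NT-iPSCs, and 29 and 31 of its miRNAs passed pairwise. In group 2 (33 miRNAs, 30 past the threshold), NT-iPSCs were lowest for all 33 and iPSCs highest for 30. Its median differences were -0.29 for NT-ESCs against iPSCs, with 4 miRNAs past the threshold pairwise, and -1.49 for NT-iPSCs against iPSCs, with 32. In group 4 (8 miRNAs, 6 past the threshold) iPSCs were highest for all 8, with median differences of -2.02 in NT-ESCs and -1.71 in NT-iPSCs. In group 3 (7 miRNAs, 5 past the threshold) NT-ESCs were lowest for all 7. Its median difference was -1.58 for NT-ESCs against iPSCs, 0.29 for NT-iPSCs against iPSCs and 1.75 for NT-iPSCs against NT-ESCs. The order NT-iPSCs above iPSCs above NT-ESCs held for 6 of the 7, and the order NT-ESCs above iPSCs above NT-iPSCs for none. Of the 7, 5 passed the threshold pairwise for NT-ESCs against iPSCs, 1 for NT-iPSCs against iPSCs and 5 for NT-iPSCs against NT-ESCs. Taking the clean reads as library size shifted the differences of NT-iPSCs from iPSCs by -0.28, about the size of the median of 0.29 in group 3. In group 3, miR-142-3p had a VST of 9.77 ± 0.30 in iPSCs, 8.31 ± 0.21 in NT-ESCs and 10.06 ± 0.52 in NT-iPSCs (SD, n = 2 each).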

The critical miRNAs were expressed differently between differently reprogrammed cells, suggesting that iPSCs had a miRNA signature that defines them as unique from ESCs and nuclear transfer-derived cells.

**Figure 5:**
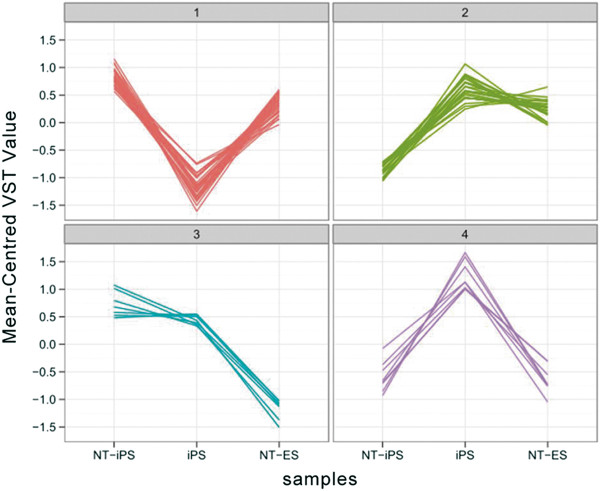
**Top differentially expressed miRNAs in three kinds of reprogrammed cells.** The differentially expressed miRNAs were grouped by k-means clustering. MiRNAs with VST values of more than 10 in at least one reprogrammed cells with an adjusted p value less than 0.05 (ANOVA) were included in this analysis. For profiling, miRNA expression value was centred to the mean.

### MiRNAs potentially contribute to the pluripotency of ESCs and reprogrammed cells

A significant difference was present between the miRNA profiles of MEFs and pluripotent cells. Figure 6A and Additional file 7: Table S5 list the top 50 differentially expressed miRNAs which were grouped into six classes by k-means clustering (Figure 6B, Additional file 8: Table S6). 

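In class 1 (9 miRNAs) the mean VST over the miRNAs was 3.07 in MEFs, 17.46 in ESCs, 17.76 in iPSCs, 18.17 in NT-ESCs and 17.88 in NT-iPSCs. In class 2 (6 miRNAs) it was 1.17 in MEFs and 11.27 in ESCs, and between 13.97 and 14.08 in the reprogrammed types. Classes 3 (12 miRNAs) and 4 (13 miRNAs) had means of 3.58 and 8.14 in MEFs, and of 12.15 and 13.94 in ESCs. In class 5 (7 miRNAs) the mean was 2.86 in MEFs and 11.80 in ESCs, and lay between 6.32 and 7.73 in the reprogrammed types. Class 6 (3 miRNAs) had a mean of 14.59 in MEFs, 20.05 in ESCs, 15.17 in iPSCs, 15.61 in NT-ESCs and 15.18 in NT-iPSCs. Of the 50, 37 were among the 50 miRNAs with the largest difference of ESCs over MEFs.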

Interestingly, all 50 miRNAs were expressed at significantly higher levels in pluripotent cells than in MEF cells which demonstrated that these miRNAs were pluripotent specific. 

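All 50 miRNAs were higher in ESCs than in MEFs and past the threshold (limma), with a median difference of 8.97 and a range from 3.95 to 16.17. The paper chose the 50 from these libraries for being higher in ESCs than in MEFs. Their direction in ESCs was therefore fixed by the choice and is no separate evidence. Against MEFs, 48 were higher and past the threshold in iPSCs, 49 in NT-ESCs and 48 in NT-iPSCs. In every one of the 4 types together this held for 48, with the p values adjusted over all 732 miRNAs or over the 50 alone. With only the groups compared in the model 47 were, and with the clean reads as library size 49. The exceptions were miR-182-5p and miR-183-5p, both of class 6. In 19 of the 50, every MEF library held at most 3 reads. Changes in the other direction, which that choice leaves out, were also present between MEFs and ESCs. Of the miRNAs past the threshold, 31 were higher in MEFs by at least 3.95, the smallest difference among the 50.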

Figure 7 and Additional file 9: Table S7 illustrate the four major families of pluripotent-specific miRNAs, including miR-290, miR-302 and miR-465 families, which are widely recognized to be pluripotent specific. 

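All 14 arms of the miR-290 cluster were higher than in MEFs and past the threshold (limma) in each of the 4 pluripotent types, with a median difference of 13.68 in ESCs, 14.58 in iPSCs, 14.87 in NT-ESCs and 14.27 in NT-iPSCs. Leaving out 1 library at a time put the ESC value between 12.80 and 14.56. The 4 hairpins of the miR-302 cluster lie between 127545228 and 127545689 on chromosome 3 of GRCm38, in an intron of Larp7 on the opposite strand. Of the 8 arms, 7 passed in ESCs, where the median difference from MEFs was 5.82, and all 8 passed in the reprogrammed types (medians 8.88 in iPSCs, 6.72 in NT-ESCs and 6.61 in NT-iPSCs). miR-302b-5p had 0 reads in both MEFs and ESCs. miR-302c-5p had 1 to 4 reads per ESC library and miR-302d-5p 2 to 5, against 0 in MEFs. Their calls in ESCs lie near the 3-read floor. Against the 3-read limit in MEFs, miR-302b-3p was at least 193-fold higher in ESCs and miR-302d-3p at least 6.26-fold. In NT-ESCs miR-302b-5p was at least 1.01-fold higher, and in NT-iPSCs miR-302c-5p at least 1.08-fold, again near the floor. All 6 arms of the miR-465 cluster passed in each type, with medians of 9.26 in ESCs, 6.14 in iPSCs, 5.03 in NT-ESCs and 6.30 in NT-iPSCs. All 6 were lower in reprogrammed cells than in ESCs, with a median of -3.62. miR-465a-3p and miR-465b-3p held identical reads in every library and miR-465c-3p nearly the same. The 6 arms of the miR-465 cluster are therefore not 6 separate measurements. All 10 arms of the cluster from miR-18b to miR-363 passed in each type, with medians of 7.88, 7.39, 8.15 and 7.63 in the same order. Some of these calls lie near the 3-read floor, with 0 reads in MEFs. miR-106a-3p had 1 to 3 reads per ESC library, and miR-19b-2-5p 1 to 6 per reprogrammed library. None of these directions against MEFs changed under upper quartile, clean-read or TMM-type scaling. The largest of these shifts was -0.54 for MEFs against ESCs. The smallest difference of ESCs from MEFs in the cluster from miR-18b to miR-363 was 2.68, so little could change. Against ESCs, 7 arms of the miR-290 cluster were higher in reprogrammed cells and 2 lower past the threshold, from -3.42 for miR-291a-3p to 4.41 for miR-294-5p.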

The miRNA families clustered together on pluripotent cells, as well as the data from our sequencing analysis, demonstrated the crucial roles of these miRNAs in pluripotency. Ensemble data shows the analysis of the four clustering miRNAs, indicating that upstream sequence elements of these miRNAs were mainly ESCs-specific transcript factor binding sites, DNase 1 footprint protection sites, polymerase protection sites or histone modification features (Additional file 10: Figure S3), which further demonstrated the pluripotent signature of these miRNAs. We then analyzed the target genes of the miRNAs in the four pluripotency related classes by microT v4.0 and mapped these genes to KEGG pathways using mirPath. The target genes were mostly enriched in cancer related and signal transduction pathways, which are also characteristic of immortalized cells, such as pluripotent cells (Figure 4, Additional file 11: Table S8).

**Figure 6:**
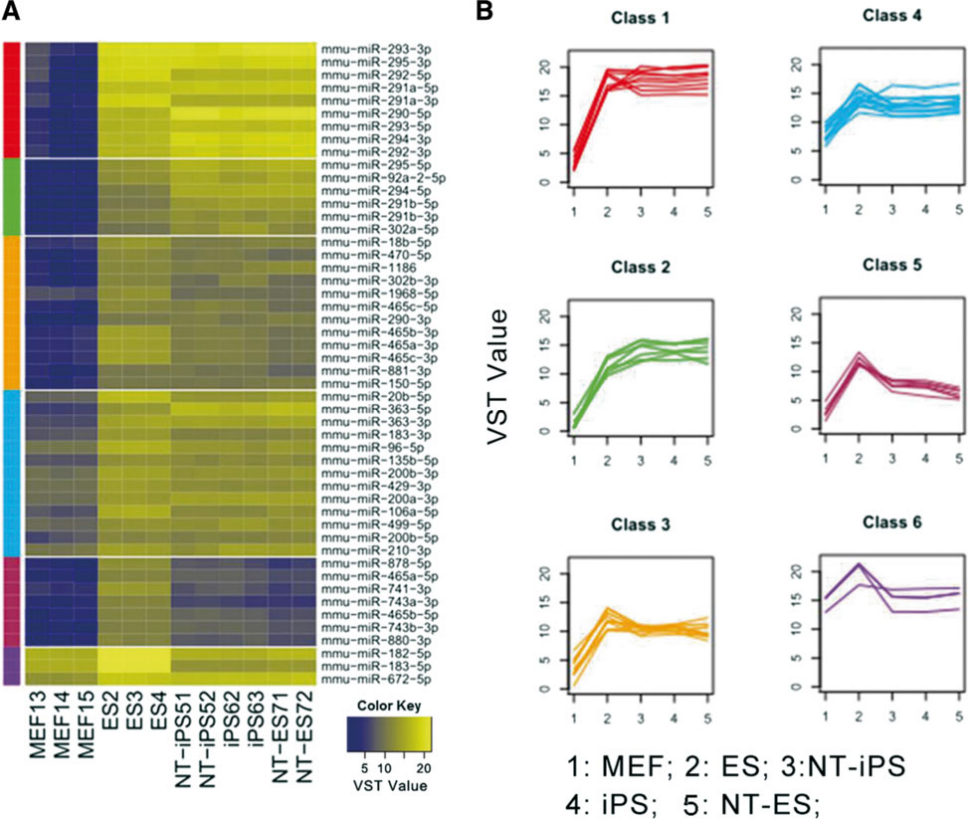
**MiRNAs potentially contribute to the pluripotency of ESCs and iPSCs. A**. The top 50 differentially expressed miRNAs in ESCs and MEF cells were grouped as six classes by k-means clustering. Each miRNA class is indicated by colored sidebars. The first four classes of miRNAs were considered as pluripotency-related miRNAs. VST counts value is scaled by a color key. **B**. The expression profiles across all samples of the first four classes of miRNAs are plotted. The color of each plot was in accordance with the color of the sidebar in Figure 3A.

**Figure 7:**
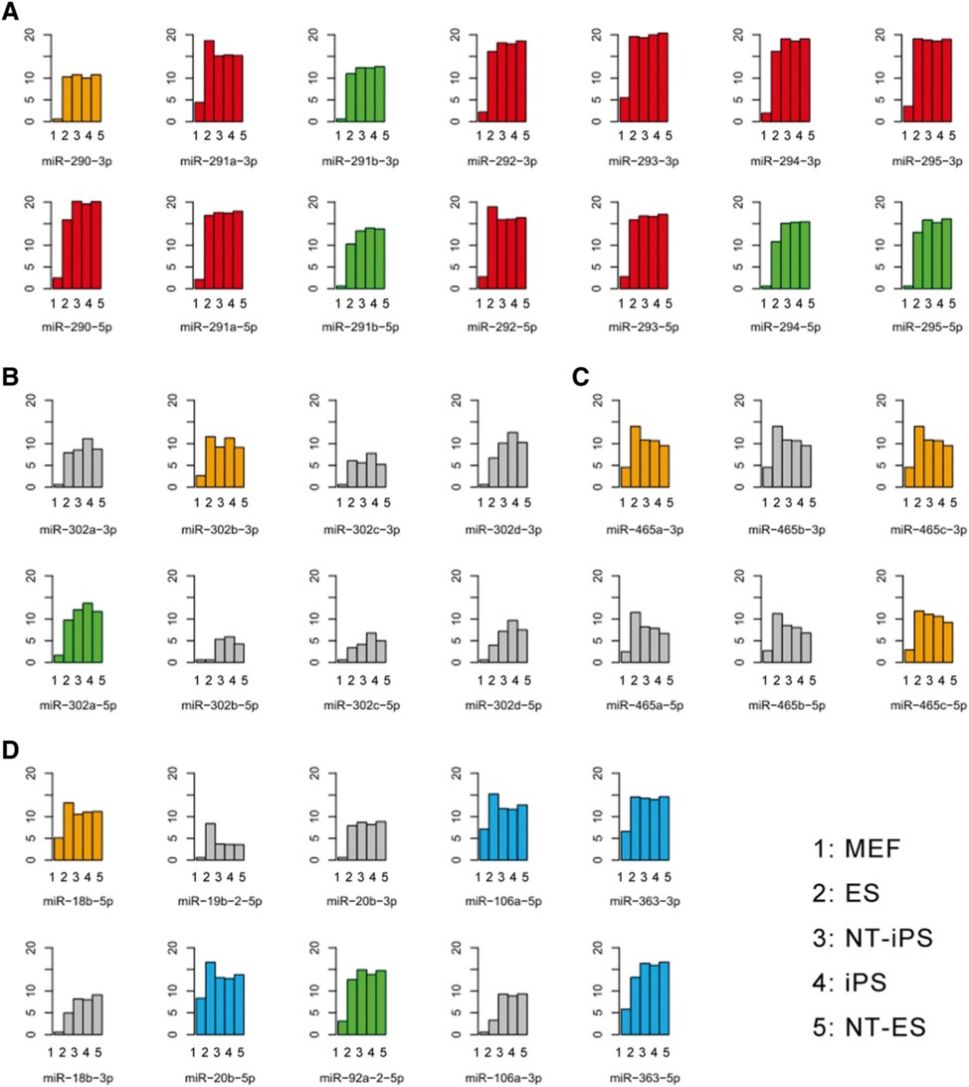
**Histograms of the miRNAs from the four major pluripotency related miRNA clusters.** Histograms illustrate the expression of the miRNAs from the four major miRNA clusters identified in the four classes of pluripotency-related miRNAs (Additional file 9: Table S7). **A**. miR-290-295 cluster. **B**. miR-302a-302d cluster. **C**. miR-465a-465c cluster. **D**. miR-18b-363 cluster. The color of each plot is in accordance with the color of the sidebar in Figure 3A. The gray plots indicate the miRNAs that were not called by the criteria of the top 50 differentially expressed miRNAs but they are located in the listed miRNAs clusters.

## Discussion

We prepared 12 samples from five different cell lines to analyze miRNA expression profiles. The consistent miRNA expression profiles generated from different batches of samples from the same cell lines indicated accurate sample preparation and sequencing. Meanwhile, high quality sequences with a high percentage of clean reads were achieved in all samples. Moreover, our data from different pluripotent cells, including iPSCs, NT-ESCs, ESCs and NT-iPSCs present similar miRNAs features as compared with MEF miRNAs.

Previous studies have demonstrated the distinct signatures of iPSCs and ESCs for gene expression, epigenetic and miRNAs profiles [17]. In the present study, we examined three kinds of reprogrammed cells to identify differences in miRNA expression between reprogrammed cells and ESCs. 

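Of the paper's 34 miRNAs, miR-24 appears as miR-24-2-5p and miR-370 as miR-370-3p. The hairpin of miR-24-2 lies on chromosome 8 of GRCm38 from 84208815 to 84208921, and that of miR-370 on chromosome 12 from 109618258 to 109618336 inside the transcript Rian. miR-24-2-5p had 2669 to 4044 reads per MEF library, 2899 to 3447 per ESC library and 46 to 96 per reprogrammed library. It differed by -5.94 between reprogrammed cells and ESCs (standard error 0.15, adjusted p = 5.0e-11, limma) and by -6.18 between reprogrammed cells and MEFs. Its difference between MEFs and ESCs was 0.24 (adjusted p = 0.227), and -0.09 with the clean reads as library size. The paper's list does not hold miR-24-3p, which had far more reads. It had 41993 to 56044 reads per ESC library and 9505 to 13553 per reprogrammed library. Its VST was 17.78 in ESCs, 15.01 in iPSCs, 15.06 in NT-ESCs and 15.30 in NT-iPSCs, so it was lower in reprogrammed cells by less. miR-370-3p had 2013 to 3711 reads per MEF library, 5089 to 5855 per ESC library and 120 to 397 per reprogrammed library. It differed by -5.13 between reprogrammed cells and ESCs (standard error 0.21, adjusted p = 8.9e-10) and by -4.38 between reprogrammed cells and MEFs. Between MEFs and ESCs it differed by -0.75 (adjusted p = 0.0144).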

Thirty-four miRNAs were identified to be differentially expressed in the three reprogrammed cells compared with ESCs, among which miR-24 and miR-370 were previously reported in literature. From the heatmap depiction of miRNA expression, we found that miRNAs were differentially expressed not only relative to ESCs but also to MEFs, which showed similar expression levels compared with reprogrammed cells, suggesting that reprogrammed cells have miRNAs signatures different to those of somatic cells. The target gene prediction and mapping to KEGG pathways illustrated the diffused distribution of target genes of differentially expressed miRNAs for both highly and lowly expressed miRNAs in reprogrammed cells.

To detect differences between ESCs and reprogrammed cells, we compared miRNA expression in different reprogrammed cells, derived using different strategies, including iPSCs, NT-ESCs and NT-iPSCs all of which were derived from the same MEFs. Our previous data suggested different development potential with NT-ESCs > iPSCs > NT-iPSCs. In the present study, we identified differentially expressed miRNAs in the three kinds of reprogrammed cells. The k-means clustering analysis showed four miRNA groups with significant variations. Group 1 represented the variation of NT-ESCs and NT-iPSCs > iPSCs, group 2 and 4 showed the difference of iPSCs > NT-ESCs and NT-iPSCs, which demonstrated that the nuclear transfer strategy induced different expression of miRNAs compared with the strategy of using four transcription factors to induce iPSCs. Meanwhile, group 3 with NT-ESCs > iPSCs > NT-iPSCs represented variation that was similar to previously demonstrated sequential development potential. Previously, studies have reported that miR-302 could replace all transcription factors to reprogram somatic cells to iPSCs [27–30]. 

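All 8 mature arms of the miR-302 cluster had higher means in iPSCs than in NT-ESCs and in NT-iPSCs, 4 of them in group 4 of the paper and 4 outside it, under each of the scalings tried. Those scalings raised NT-iPSCs against iPSCs by 0.17 at most. The smallest difference was -0.55, so they could hardly change this. The median difference was -2.16 for NT-ESCs against iPSCs, with 4 arms past the threshold (limma), and -2.31 for NT-iPSCs against iPSCs, with 5. The arm with most reads in reprogrammed cells was miR-302a-5p, with 3696 to 4484 reads per iPSC library, 833 to 1279 per NT-ESC library and 1038 to 1581 per NT-iPSC library. ESCs held 163 to 217 reads of it per library and MEFs at most 2. miR-302b-3p behaved differently against ESCs. Its VST was 11.63 ± 0.02 (SD, n = 3) in ESCs, 11.30 ± 0.01 (SD, n = 2) in iPSCs, 9.15 ± 0.19 (SD, n = 2) in NT-ESCs and 9.24 ± 0.41 (SD, n = 2) in NT-iPSCs.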

Interestingly, the miR-302 family was represented in group 4 and was highly expressed in iPSCs, indicating that iPSCs might be more highly dependent on miR-302 expression than pluripotent cells produced by the SCNT method.

It has been clearly shown that various types of cell vary not only in the expression of their coding genes, but also in the expression of their noncoding genes. In the present study, we compared differences in miRNAs expression between MEFs and ESCs and among MEF-derived iPSCs, NT-ESCs and NT-iPSCs to identify pluripotent specific miRNAs. The 50 top differentially expressed miRNAs were assigned to four clusters which were almost all highly expressed in pluripotent cells. Among them, miR-290 and miR-302 clusters were identified in previous studies to play key roles in pluripotency maintenance. The consistency of our results with those in the literature demonstrate the reliability of our sequence data. Furthermore, the target gene analysis showed that four miRNAs clusters mainly targeted genes involved in cancers and signal transduction pathways. The common characteristics of cell proliferation and immortalization are shared between cancer cells and pluripotent cells, as are activated signal transduction pathways.

## Conclusions

In conclusion, we first report differentially expressed miRNAs among ESCs, MEFs and three kinds of reprogrammed cells. The unique expression of miRNAs in pluripotent cells mainly represents acquired expression of miRNAs, while the higher and lower expression levels of miRNAs in ESCs compared with reprogrammed cells may reflect the difference between naturally pluripotent cells and reprogrammed cells. Finally, the variation in miRNA expression among reprogrammed cells derived using different reprogramming strategies suggests different characteristics induced by nuclear transfer and iPSC generation, as well as different developmental potential among NT-ESCs, iPSCs and NT-iPSCs.

## Methods

### Cell culture

Mouse ES cell line (E14) was maintained in our lab. iPSCs were obtained by infecting MEFs (C57B6/129SvJae F1) with a dox-inducible lentivirus carrying the four reprogramming factors (Oct4, Sox2, Klf4 and c-Myc). NT-ESCs were established by reprogramming MEFs into ESCs using nuclear transfer. To establish NT-iPSCs, the nucleus of an iPSC was transferred into an enucleated oocyte. NT-iPSCs were established to reflect the combination of nuclear transfer and iPS technologies. iPSCs, NT-ESCs, and NT-iPSCs were derived from the same MEF cells. All the cells were cultured and maintained as described previously [16]. All experiments were approved by the Ethics Committee of Shanghai Institute of Biochemistry and Cell Biology.

### RNA preparation and sequencing

Total RNA was isolated using TRIzol reagent. RNA quality was assessed with an Agilent 2100 bioanalyzer. Total RNAs from MEFs, ESCs and the three reprogrammed cell types were subjected to Solexa sequencing, performed by BGI-Shenzhen, Shenzhen, China. The sequencing data have been deposited with the Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE52950.

### Data analysis and statistics

After removal of adaptors, low quality tags and contaminants from the sequenced tags, clean reads were annotated. MiRNA reads were analyzed using the DESeq package [31] in R language [32]. Normalization and variance stabilizing transformations (VST) were performed before further analysis. Differently expressed miRNAs and sample distances between any two kinds of samples were calculated by DESeq. MiRNAs with variance stabilizing transformed values of more than 10 were clustered using the gplots package [33].

We present a hypothesis that miRNAs contributing to pluripotency should meet at least two criteria. First, these miRNAs should be highly expressed in ESCs and expressed at lower levels in MEF cells. Second, these miRNAs should also show relatively high levels of expression in iPSCs. Based on these criteria, the expression profiles of the top 50 miRNAs that were more highly expressed in ESCs than in MEF cells were grouped by k-means clustering using the Vegan package [34]. The genome context of each miRNA was extracted from miRbase [35–38] and presented using the Ensembl Genome Browser. Target genes of miRNAs were predicted and enriched in KEGG pathways using mirPath [39]. The enrichment results are presented in a “bubble plot” using the ggplot2 package [40].

To identify iPSC-specific miRNAs, the top 50 miRNAs differently expressed between ESCs and each reprogrammed cell type were screened and 34 miRNAs that were commonly differentially expressed between ESCs and all reprogrammed cell types were identified as iPSC-specific miRNAs. These miRNAs were grouped by k-means clustering. The target genes of these miRNAs were also mapped to KEGG pathways.

To identify differentially expressed miRNAs in the three reprogrammed cell types, miRNAs with a VST value more than 10 in at least one reprogrammed cell type were analyzed. MiRNAs with an adjusted p value less than 0.05 (ANOVA) were identified as differentially expressed miRNAs in these different reprogrammed cells, and were grouped by k-means clustering using the Vegan package.

## Electronic supplementary material

Additional file 1: Table S1: Description of sequencing data.

Additional file 2: Figure S1: Distinct expression patterns of miRNAs between MEFs and pluripotent cells. Clustering analysis of all samples based on miRNA expression whose counts was more than 10 after variance stabilizing transformation in at least one sample (VST > 10). (JPEG 1 MB)

Additional file 3: Table S2: 50 most differentially expressed miRNAs in iPSCs and ESCs.

Additional file 4: Figure S2: The KEGG pathway enrichment of the target genes of the two classes of miRNA. Not all miRNAs in the four pluripotency related classes were analyzed because some of them are not yet included in the database. Some miRNAs that have less than 100 target genes were also excluded in this plot. The bubble plot shows the KEGG pathway enrichment of some pluripotency related miRNAs. The bubble color scaled the enrichment score. A larger score means more significant enrichment. The size of the bubble scaled the percentage of the enriched target genes among total target miRNAs of a miRNA. KEGG pathway names are listed at the left of the plot and the function class names of the pathways are listed in the right panel. (JPEG 2 MB)

Additional file 5: Table S3: KEGG pathway analysis of target genes that showed the most difference among the three reprogramming cells and ESCs. MiRNAs in the “gain” group were highly expressed in the three reprogrammed cells but lowly expressed in ESCs. MiRNAs in the “loss” group were highly expressed in ESCs but lowly expressed in the three reprogrammed cells.

Additional file 6: Table S4: Differently expressed miRNAs (VST value more than 10 and adjusted p value less than 0.05) were grouped by k-means clustering. Four groups were identified. “n” means these miRNA didn’t fall in any groups.

Additional file 7: Table S5: Top 50 differentially expressed miRNAs in ESCs and MEF cells.

Additional file 8: Table S6: Six classes of miRNA grouped by k-means from the 50 differentially expressed miRNAs in ESCs and MEF cells.

Additional file 9: Table S7: MiRNA gene clusters identified in the first four classes of pluripotency-related miRNAs. ‘nc’ means that these miRNAs are not in any classes.

Additional file 10: Figure S3: Ensemble gene browser image showing the four miRNA clusters identified in the four classes of pluripotency-related miRNAs. ESC-specific transcript factor binding sites, DNase 1 footprint protection sites, polymerase protection sites and histone modification features are indicated. (JPEG 2 MB)

Additional file 11: Table S8: miRNA target genes enriched in KEGG pathways. ‘Counts’ means the number of target genes that mapped to the corresponding pathway.

## Abbreviations

iPSCs: induced pluripotent stem cells
NT-ESCs: Nuclear transfer embryonic stem cells
ESCs: Embryonic stem cells
miRNA: microRNA
SCNT: Somatic cell nuclear transfer
NT: Nuclear transfer
SCR: Somatic cell reprogramming
MEF: Mouse embryonic fibroblast
VST: Variance stabilizing transformations.

# Supplementary material for: Genome-wide mapping of miRNAs expressed in embryonic stem cells and pluripotent stem cells generated by different reprogramming strategies
**Source:** BMC Genomics. 2014 Jun 18;15(1):488. doi: 10.1186/1471-2164-15-488
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Description of sequencing data.

Table S1 Description of sequencing data.

| type | ES2 | | ES3 | | ES4 | | MEF13 | | MEF14 | | MEF15 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | counts | % | counts | % | counts | % | counts | % | counts | % | counts | % |
| total reads | 10813833 |  | 11420205 |  | 11588740 |  | 11374007 |  | 10966715 |  | 11213722 |  |
| high quality | 10631726 | 100% | 11245168 | 100% | 11358769 | 100% | 11186447 | 100% | 10744938 | 100% | 10996666 | 100% |
| adaptor3 null | 172955 | 1.63% | 83917 | 0.75% | 86138 | 0.76% | 33905 | 0.30% | 116551 | 1.08% | 30305 | 0.28% |
| insert null | 369925 | 3.48% | 216672 | 1.93% | 380877 | 3.35% | 116348 | 1.04% | 193778 | 1.80% | 138273 | 1.26% |
| adaptor5 contaminants | 157172 | 1.48% | 104741 | 0.93% | 182867 | 1.61% | 30822 | 0.28% | 34402 | 0.32% | 32634 | 0.30% |
| smaller than 18nt | 502490 | 4.73% | 370661 | 3.30% | 681292 | 6.00% | 184177 | 1.65% | 126900 | 1.18% | 177449 | 1.61% |
| polyA | 1188 | 0.01% | 1013 | 0.01% | 1255 | 0.01% | 41 | 0.00% | 166 | 0.00% | 144 | 0.00% |
| **clean reads** | **9427996** | **88.68%** | **10468164** | **93.09%** | **10026340** | **88.27%** | **10821154** | **96.73%** | **10273141** | **95.61%** | **10617861** | **96.56%** |

Table 1 (continued)

| type | NT-iPS51 | | NT-iPS52 | | iPS62 | | iPS63 | | NT-ES71 | | NT-ES72 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | count | % | count | % | count | % | count | % | count | % | count | % |
| total reads | 14670602 |  | 15815722 |  | 13073136 |  | 15481918 |  | 16401271 |  | 14119784 |  |
| high quality | 14499956 | 100% | 15657288 | 100% | 12889947 | 100% | 15268338 | 100% | 16181357 | 100% | 13930879 | 100% |
| adaptor3 null | 8480 | 0.06% | 6765 | 0.04% | 14152 | 0.11% | 16466 | 0.11% | 9109 | 0.06% | 6233 | 0.04% |
| insert null | 25220 | 0.17% | 36901 | 0.24% | 38984 | 0.30% | 50751 | 0.33% | 24227 | 0.15% | 27211 | 0.20% |
| adaptor5 contaminants | 343390 | 2.37% | 445945 | 2.85% | 327649 | 2.54% | 386995 | 2.53% | 496274 | 3.07% | 476417 | 3.42% |
| smaller than 18nt | 194289 | 1.34% | 709888 | 4.53% | 572762 | 4.44% | 425782 | 2.79% | 262377 | 1.62% | 374331 | 2.69% |
| polyA | 2844 | 0.02% | 3585 | 0.02% | 536 | 0.00% | 1168 | 0.01% | 8290 | 0.05% | 3056 | 0.02% |
| **clean reads** | **13925733** | **96.04%** | **14454204** | **92.32%** | **11935864** | **92.60%** | **14387176** | **94.23%** | **15381080** | **95.05%** | **13043631** | **93.63%** |

# Supplementary material for: Genome-wide mapping of miRNAs expressed in embryonic stem cells and pluripotent stem cells generated by different reprogramming strategies
**Source:** BMC Genomics. 2014 Jun 18;15(1):488. doi: 10.1186/1471-2164-15-488
**Supplement:** Supplementary file 7 — Additional file 7: Table S5: Top 50 differentially expressed miRNAs in ESCs and MEF cells.

Table S5. The top 50 differentially expressed miRNAs in ESCs and MEF cells.

# Supplementary material for: Genome-wide mapping of miRNAs expressed in embryonic stem cells and pluripotent stem cells generated by different reprogramming strategies
**Source:** BMC Genomics. 2014 Jun 18;15(1):488. doi: 10.1186/1471-2164-15-488
**Supplement:** Supplementary file 8 — Additional file 8: Table S6: Six classes of miRNA grouped by k-means from the 50 differentially expressed miRNAs in ESCs and MEF cells.

Table S6. The six classes of miRNA grouped by k-means from the 50 differentially expressed miRNAs in ESCs and MEF cells.

# Supplementary material for: Genome-wide mapping of miRNAs expressed in embryonic stem cells and pluripotent stem cells generated by different reprogramming strategies
**Source:** BMC Genomics. 2014 Jun 18;15(1):488. doi: 10.1186/1471-2164-15-488
**Supplement:** Supplementary file 9 — Additional file 9: Table S7: MiRNA gene clusters identified in the first four classes of pluripotency-related miRNAs. ‘nc’ means that these miRNAs are not in any classes.

Table S7. MiRNA gene clusters identified in the first four classes of pluripotency related miRNAs. ‘nc’ means that these miRNAs are not in any classes.

| mature miRNA | MEF | ES | NT-iPS | iPS | NT-ES | class | miRNA hairpin | Chromosome | Start | End | Strand |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| miR-290-3p | 0.59 | 10.32 | 10.79 | 10.04 | 10.80 | 3 | miR-290 | 7 | 3218627 | 3218709 | + |
| miR-290-5p | 2.48 | 15.92 | 20.18 | 19.59 | 20.10 | 1 |  |  |  |  |  |
| miR-291a-3p | 4.38 | 18.63 | 15.14 | 15.28 | 15.21 | 1 | miR-291a | 7 | 3218920 | 3219001 | + |
| miR-291a-5p | 2.13 | 16.87 | 17.57 | 17.40 | 17.88 | 1 |  |  |  |  |  |
| miR-291b-3p | 0.59 | 11.05 | 12.44 | 12.37 | 12.69 | 2 | miR-291b | 7 | 3219483 | 3219561 | + |
| miR-291b-5p | 0.59 | 10.31 | 13.34 | 13.95 | 13.79 | 2 |  |  |  |  |  |
| miR-292-3p | 2.19 | 16.11 | 18.13 | 17.88 | 18.58 | 1 | miR-292 | 7 | 3219190 | 3219271 | + |
| miR-292-5p | 2.74 | 18.92 | 15.96 | 16.03 | 16.37 | 1 |  |  |  |  |  |
| miR-293-3p | 5.45 | 19.56 | 19.30 | 19.98 | 20.32 | 1 | miR-293 | 7 | 3220344 | 3220423 | + |
| miR-293-5p | 2.76 | 15.92 | 16.80 | 16.62 | 17.12 | 1 |  |  |  |  |  |
| miR-294-3p | 1.95 | 16.18 | 19.01 | 18.54 | 19.02 | 1 | miR-294 | 7 | 3220642 | 3220725 | + |
| miR-294-5p | 0.59 | 10.86 | 15.08 | 15.29 | 15.45 | 2 |  |  |  |  |  |
| miR-295-3p | 3.53 | 19.05 | 18.79 | 18.53 | 18.95 | 1 | miR-295 | 7 | 3220774 | 3220842 | + |
| miR-295-5p | 0.59 | 13.01 | 15.87 | 15.23 | 16.07 | 2 |  |  |  |  |  |
| miR-302a-3p | 0.59 | 7.90 | 8.57 | 11.17 | 8.77 | nc | miR-302a | 3 | 1.27E+08 | 1.27E+08 | + |
| miR-302a-5p | 1.65 | 9.78 | 12.15 | 13.65 | 11.76 | 2 |  |  |  |  |  |
| miR-302b-3p | 2.64 | 11.63 | 9.24 | 11.30 | 9.15 | 3 | miR-302b | 3 | 1.27E+08 | 1.27E+08 | + |
| miR-302b-5p | 0.59 | 0.59 | 5.35 | 5.90 | 4.27 | nc |  |  |  |  |  |
| miR-302c-3p | 0.59 | 6.10 | 5.60 | 7.78 | 5.21 | nc | miR-302c | 3 | 1.27E+08 | 1.27E+08 | + |
| miR-302c-5p | 0.59 | 3.38 | 4.13 | 6.76 | 4.98 | nc |  |  |  |  |  |
| miR-302d-3p | 0.59 | 6.71 | 10.16 | 12.60 | 10.28 | nc | miR-302d | 3 | 1.27E+08 | 1.27E+08 | + |
| miR-302d-5p | 0.59 | 3.96 | 7.22 | 9.69 | 7.52 | nc |  |  |  |  |  |
| miR-465a-3p | 4.56 | 14.01 | 10.87 | 10.70 | 9.59 | 3 | miR-465a | X | 64092227 | 64092300 | - |
| miR-465a-5p | 2.46 | 11.54 | 8.20 | 7.86 | 6.69 | nc |  |  |  |  |  |
| miR-465b-3p | 4.56 | 14.01 | 10.87 | 10.70 | 9.59 | nc | miR-465b-1 | X | 64082377 | 64082455 | - |
| miR-465b-5p | 2.70 | 11.27 | 8.53 | 8.05 | 6.79 | nc | miR-465b-2 | X | 64088939 | 64089017 | - |
| miR-465c-3p | 4.56 | 14.01 | 10.86 | 10.70 | 9.59 | 3 | miR-465c-1 | X | 64079130 | 64079210 | - |
| miR-465c-5p | 2.88 | 11.85 | 11.12 | 10.66 | 9.20 | 3 | miR-465c-2 | X | 64085692 | 64085772 | - |
| miR-18b-5p | 5.12 | 13.22 | 10.54 | 11.05 | 11.23 | 3 | miR-18b | X | 50095508 | 50095590 | - |
| miR-18b-3p | 0.59 | 4.93 | 8.17 | 8.00 | 9.12 | nc |  |  |  |  |  |
| miR-19b-2-5p | 0.59 | 8.39 | 3.70 | 3.57 | 3.53 | nc | miR-19b-2 | X | 50095160 | 50095243 | - |
| miR-20b-5p | 8.33 | 16.64 | 13.11 | 12.87 | 13.81 | 4 | miR-20b | X | 50095290 | 50095369 | - |
| miR-20b-3p | 0.59 | 7.95 | 8.69 | 8.19 | 8.86 | nc |  |  |  |  |  |
| miR-92a-2-5p | 3.03 | 12.64 | 14.93 | 13.85 | 14.71 | 2 | miR-92a-2 | X | 50095015 | 50095105 | - |
| miR-106a-5p | 7.15 | 15.25 | 11.86 | 11.73 | 12.75 | 4 | miR-106a | X | 50095680 | 50095744 | - |
| miR-106a-3p | 0.59 | 3.27 | 9.30 | 8.88 | 9.35 | nc |  |  |  |  |  |
| miR-363-3p | 6.60 | 14.56 | 14.28 | 13.97 | 14.64 | 4 | miR-363 | X | 50094870 | 50094944 | - |
| miR-363-5p | 5.82 | 13.15 | 16.42 | 15.96 | 16.69 | 4 |  |  |  |  |  |

# Supplementary material for: Genome-wide mapping of miRNAs expressed in embryonic stem cells and pluripotent stem cells generated by different reprogramming strategies
**Source:** BMC Genomics. 2014 Jun 18;15(1):488. doi: 10.1186/1471-2164-15-488
**Supplement:** Supplementary file 11 — Additional file 11: Table S8: miRNA target genes enriched in KEGG pathways. ‘Counts’ means the number of target genes that mapped to the corresponding pathway.

Table S8. The miRNA target genes enriched KEGG pathway. ‘Counts’ means the numbers of target genes that mapped to the corresponding pathway.

How the deposited data were processed for this re-analysis (not part of the article)

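Small RNA libraries from MEFs (3), ESCs (3), iPSCs (2), NT-ESCs (2) and NT-iPSCs (2) were analysed, each group being batches of RNA from 1 cell line. The authors deposited 1 value per miRNA and library on a log2 scale. According to the paper, the authors removed adaptors, low quality tags and contaminants, annotated the clean reads, normalized the miRNA reads and applied the variance stabilizing transformation of DESeq. Those steps are part of the deposited values and were not repeated. The paper's text does not name the genome build, the miRBase release, the package version or the ranking behind the lists of 50 miRNAs.

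The deposited table holds transformed values, and the test planned for read counts, that of edgeR, was not used. The main test was limma (3.58.1, R 4.3.3) on the deposited values, with a mean for each of the 5 groups, empirical Bayes moderation with a trend, and Benjamini-Hochberg adjustment at 0.05. It covered the 732 miRNAs with at least 10 reads in at least 2 libraries. The transformation was inverted to recover the reads, which were whole numbers within 0.05 read for 100% of the nonzero values. The VST recomputed from them differed from the deposited values by at most 1.9e-06, and the size factors used by the authors were between 0.991 and 1.005 times those computed from the reads by the median of ratios. The reads were used for depth, floors, filters and other scalings. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

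Of 1042 miRNAs, 937 had reads in at least 1 library and 564 in every library. Recovered reads per library ran from 4863365 to 8608689, so that 3 reads stand for a CPM of 0.348 to 0.617. Clean and total reads are the paper's. Where every library of a group held at most 3 reads, a fold is given against 3 reads as a lower bound, both scaled by the deposited size factors. Hairpin positions are those of GENCODE M21 (GRCm38), where 996 of the 1042 names had a hairpin.

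Comparisons were MEFs against ESCs, MEFs against the mean of the 4 pluripotent types, each reprogrammed type and their mean against ESCs, and the reprogrammed types with each other. Shares and distances between groups were tested with exact permutations of the libraries. The miRNAs named were those the paper names or lists with a named cluster, and in each comparison the 3 with the smallest p in each direction among those past the threshold whose groups do not overlap. Others are marked as picked out after their values were seen. No paired analysis was possible because replicate numbers are not shared between groups.

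The comparisons, the rule for named miRNAs and most alternatives were set before the data were examined: upper quartile scaling, clean reads as library size, no filter, at least 100 reads in every library of a group, identical miRNAs counted once, the 10 most abundant miRNAs left out, only the groups compared, a minimum difference of 1, and each replicate left out. TMM-type scaling (trimming 30% of log ratios and 5% of abundances), voom, and log2 of normalized reads with a pseudocount of 1 were chosen after seeing the data. The edgeR and DESeq2 tests were not run.

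The procedure was tested on simulated data, with changes placed in ESCs only, 532 of the 732 miRNAs unchanged and the size factors known. In the real data 578 miRNAs passed the threshold between MEFs and ESCs and the scaling is uncertain, so these rates need not hold there. With 3 libraries against 3, 79.4% of changes of 1 and 98.1% of changes of 2 on the log2 scale were recovered and 1.32% of unchanged miRNAs were called. For iPSCs against ESCs, 81.4% and 96.1% were recovered and 0.188% were called. With no change simulated, 0 of 732 miRNAs were called between NT-ESCs and iPSCs. Target gene predictions and pathway analyses were not analysed here.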

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

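The comparison of read quality measures, the correlation of the 2 arms as a test of handling, and the counts of hairpins and of partner arms were tests chosen only after the result was seen. The tests of disjoint libraries, of deep arms, of families and of neighbours were set before their values were seen.

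The ESC and reprogrammed libraries differed from MEFs in opposite directions for 105 of the 732 miRNAs, with both differences and the difference between reprogrammed cells and ESCs past the threshold (limma, adjusted p under 0.05). This drew attention because 2 groups moved in opposite ways under the same contrast. ESCs were above and reprogrammed cells below MEFs for 50 of them, and the reverse held for 55. The libraries of the 3 sets did not overlap for 78. miR-126-3p (1.75 in ESCs and -6.80 in reprogrammed cells against MEFs) and miR-183-5p (5.73 and -2.19) are in the set. So is miR-540-5p (-2.28 and 4.82), picked out after its values were seen.

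For the miRNAs of the paper's list of 34, the other arm of the same hairpin gave a signal of its own. The paper's text does not compare the arms, although its Table S7 gives values of both arms for miR-290 and miR-294. In 5 cases the other arm passed the threshold between reprogrammed cells and ESCs in the opposite direction, and in 22 cases in the same direction. The 5 were miR-140-3p at 1.60 beside miR-140-5p at -7.75, miR-376a-5p at -5.37 beside miR-376a-3p at 3.95, miR-29a-5p at -1.67 beside miR-29a-3p at 4.89, miR-221-5p at -1.88 beside miR-221-3p at 4.50, and miR-142-5p at 0.87 beside miR-142-3p at -5.46.

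Both arms come from 1 hairpin, so differences in transcription alone would move them together. Over 48 hairpins with both arms well covered, the changes between reprogrammed cells and ESCs correlated at 0.295 (two-sided permutation p = 0.0424, and 0.0424 after Benjamini-Hochberg adjustment over 3 such correlations). This is Pearson's correlation with each pair entered in both orders, as for the families and neighbours below. A general shift of 1 arm against the other also lowers it. It runs across hairpins, which are not independent replicates. Between MEFs and ESCs the correlation was 0.758, and between NT-ESCs and iPSCs 0.856. The gap of 0.462 between the first pair of comparisons had a permutation p of 0.0117. The median absolute difference of the arms was 1.61, 0.43 and 0.39 in the 3 comparisons. A candidate explanation is that library handling differed between the 6 reprogrammed libraries and the 6 others: 4 of 5 read quality measures of Table S1 separated reprogrammed from ESC libraries without overlap. However, 3 of the 5 also separated MEF from ESC libraries, whose arms moved together, so the measures cannot tell whether handling is the cause.

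Further tests bear on this explanation. The arm shift against ESCs and that against MEFs, from disjoint reprogrammed libraries, correlated at 0.936, which adds little because a property of the reprogrammed cells themselves would give the same. Few reads are not the explanation tested here: among the 20 hairpins with at least 1000 normalized reads on both arms the correlation was 0.150, against 0.824 between MEFs and ESCs. Members of 1 family with similar sequence on other chromosomes changed alike in reprogrammed cells against ESCs, with a correlation of 0.577 over 82 pairs, but they did so at least as much between MEFs and ESCs (0.633) and between NT-ESCs and iPSCs (0.711). Neighbours of other families within 10 kb did not, with 0.0616 over 558 pairs, against 0.933 between MEFs and ESCs. Between reprogrammed cells and MEFs the drop in correlation was smaller, to 0.586 for neighbours and 0.421 for the arms of the 48 hairpins. The median absolute difference was not smaller there, at 3.22 for neighbours and 1.89 for arms. Between reprogrammed cells and ESCs it was 3.15 and 1.61. Of the 558 pairs, 181 and 150 lie in 2 clusters. Over the 227 pairs of the others the correlations were 0.215 between reprogrammed cells and ESCs and 0.956 between MEFs and ESCs. Capture depending on the mature sequence might give family members that change more alike than neighbours, but the family value is not particular to this comparison and does not by itself point to capture.

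For the 105 miRNAs, 14 of the 48 hairpins had 1 arm in the set and 3 had both, so that most of these hairpins did not have both arms in the set, as differences in handling might give. For the list of 34, the other arm moved in the same direction in 24 of 29 cases between reprogrammed cells and ESCs, against 25 between MEFs and ESCs and 24 between NT-ESCs and iPSCs. These counts do not separate the explanations: no margin was set for them, and the listed miRNAs were chosen by the paper on this change. A change in how reprogrammed cells process or degrade the arms was not tested and could give the same values, for example the correlation of 0.295. Each set of libraries holds only its own cell types, so the differences of reprogrammed cells from ESCs, and those from MEFs that ESCs do not share, cannot be told apart from library handling, and no biological reading is offered.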

How the results depend on the processing

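Of 468 alternative values of the main results, 458 kept their direction and stayed on their side of the threshold or within the replicate spread; 5 became weaker, 1 stronger and 4 moved. Of 429 alternative values for named miRNAs, 414 did so, 10 became weaker, 1 stronger and 4 reversed.

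With only the groups compared, 107 miRNAs in place of 194 differed between NT-iPSCs and iPSCs, and 47 in place of 94 between NT-iPSCs and NT-ESCs. With a minimum difference of 1, the latter count was 50, and 12 in place of 24 of the other 30 listed miRNAs differed between MEFs and ESCs. With voom, chosen after seeing the data, 172 differed between NT-iPSCs and NT-ESCs. The cause of these changes was not tested. With the clean reads as library size, the median difference between NT-iPSCs and iPSCs was -0.10 in place of 0.18 for the miR-290 cluster and -0.0068 in place of 0.27 for the cluster from miR-18b to miR-363. The shift of -0.28 that the clean reads give to all differences of NT-iPSCs from iPSCs accounts for both. With TMM-type scaling, also chosen after seeing the data, the difference of ESCs from MEFs for the latter was 8.26 in place of 7.88, a move in the direction of, and smaller than, the shift of -0.54 that this scaling gives to MEFs against ESCs.

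4 values for named miRNAs changed sign. miR-182-5p in reprogrammed cells against MEFs was -0.018 with upper quartile scaling in place of 0.31. miR-140-5p in MEFs against ESCs was -0.14 with TMM-type scaling in place of 0.40. miR-24-2-5p in MEFs against ESCs was -0.087 with the clean reads and -0.30 with TMM-type scaling in place of 0.24. In each case the shift that the scaling gives to all miRNAs, rather than anything particular to these miRNAs, accounts for the change of sign.

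Against the deposited scaling, upper quartile scaling shifted all differences of MEFs from ESCs by 0.35, the clean reads by -0.33 and TMM-type scaling by -0.54. For MEFs against pluripotent cells the shifts were 0.33, -0.32 and -0.38. For reprogrammed cells against ESCs, TMM-type scaling gave -0.21. By type against ESCs, TMM-type scaling gave -0.21 in iPSCs, -0.18 in NT-ESCs and -0.23 in NT-iPSCs, the clean reads 0.15 in iPSCs and -0.13 in NT-iPSCs, and upper quartile scaling 0.10 in NT-iPSCs. Upper quartile scaling and the clean reads gave 0.13 and -0.20 for NT-ESCs against iPSCs, and 0.17 and -0.28 for NT-iPSCs against iPSCs. The percent of calls that were higher moved with them: for MEFs against ESCs from 49.5 to 37.4 with TMM-type scaling, for NT-ESCs against iPSCs from 48.9 to 61.96 with upper quartile scaling and 34.8 with the clean reads, and for NT-iPSCs against iPSCs from 50.5 to 63.4 and 31.1. For NT-iPSCs against NT-ESCs it moved from 43.6 to 52.7 with upper quartile scaling, 33.7 with the clean reads and 34.6 with TMM-type scaling.

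Across the fits that each left out 1 replicate, the counts ran from 539 to 580 for MEFs against ESCs, from 617 to 633 for MEFs against pluripotent cells, and from 577 to 601 for reprogrammed cells against ESCs. They ran from 541 to 564 for iPSCs, from 529 to 565 for NT-ESCs and from 536 to 579 for NT-iPSCs against ESCs. Among the reprogrammed types they ran from 237 to 294, from 167 to 221 for NT-ESCs against iPSCs, from 174 to 204 for NT-iPSCs against iPSCs and from 53 to 130 for NT-iPSCs against NT-ESCs. The common list had 35 to 38 miRNAs, and 20 to 24 of the other 30 differed between MEFs and ESCs. The share of miRNA reads differed by 26.8 to 28.7 points between MEFs and pluripotent cells. The median difference of the miR-302 cluster between NT-iPSCs and iPSCs ran from -2.41 to -1.96. That of the miR-290 cluster ran from 0.033 to 0.159, below the 0.18 of the main fit each time. Leaving out 1 of 2 libraries of a type gave values but no calls for that type.

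The edgeR and DESeq2 tests were not run; the recovered reads were tested with voom only. For MEFs against pluripotent cells, fitting only the groups compared uses every library and gives no separate value. Median-ratio scaling is that of the deposited values and gives none either. Depth limits the fold of miRNAs with at most 3 reads in every MEF library, 19 of the listed 50, to a lower bound.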

Differences from the paper's values

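The paper describes 30 of the 34 common miRNAs as similar in ESCs and MEFs, and its text gives no test of this. Here 6 of the 30 did not differ past the threshold. The median absolute difference of the 30 was 0.77, against 4.57 for reprogrammed cells against ESCs. The count therefore does not by itself contradict the description. None of the alternatives set before the data were examined brought the number that did not differ to 30. It was 7 with upper quartile scaling, 9 with the clean reads as library size and 7 with only the groups compared. It was 6 without a filter, with at least 100 reads, with identical miRNAs counted once and without the 10 most abundant. With a minimum difference of 1 it was 18.

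The paper's Table S4 lists 82 miRNAs that differ among the reprogrammed types by an ANOVA. Here 173 of the expressed miRNAs did by the limma F test, which is not the same test. The alternatives set before the data were examined gave 171 with upper quartile scaling, 187 with the clean reads, 158 without a filter, 182 with at least 100 reads, 163 with identical miRNAs counted once, 165 without the 10 most abundant and 161 with only the groups compared. None of them closed the gap. All of them keep the limma F test, so they do not show how much of the gap comes from the difference in test.

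Of 250 means in the paper's Table S6, 10 differed from those of the deposited values, all of 2 miRNAs. For miR-363-5p the paper's values are 6.6 in MEFs, 14.56 in ESCs, 14.28 in NT-iPSCs, 13.97 in iPSCs and 14.64 in NT-ESCs, and the means here were 5.82, 13.15, 16.42, 15.96 and 16.69. For miR-363-3p the paper's values are 5.82, 13.15, 16.42, 15.96 and 16.69 in the same order, and the means here were 6.60, 14.56, 14.28, 13.97 and 14.64. The values of the 2 arms are exchanged in Table S6, while the paper's Table S7 gives both arms the values found here. No alternative applies to these means.

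Some statements of the paper differ in direction or order from the values here. The paper gives 13 highly expressed and 17 lowly expressed miRNAs among the other 30 in reprogrammed cells. Here 17 were higher and 13 lower. These are the same numbers exchanged, and whether the labels in the paper were exchanged was not tested. It describes miR-182 and miR-183 as lower in MEFs than in pluripotent cells, and all 50 listed miRNAs as higher in pluripotent cells; here miR-183-5p was lower in reprogrammed cells than in MEFs by -2.19, and miR-182-5p differed by 0.31, with no call in iPSCs and NT-iPSCs. With the clean reads as library size, 49 of the 50 were higher in every type. The paper gives group 3 the order NT-ESCs, iPSCs, NT-iPSCs from high to low; here 0 of its 7 miRNAs had that order and 6 had NT-iPSCs above iPSCs above NT-ESCs, although only 1 of the 7 passed the threshold between NT-iPSCs and iPSCs. It names miR-126 and miR-140 as those with the maximum difference between reprogrammed and somatic cells; here, among the other 30, the difference from MEFs was -8.15 for miR-140-5p, 6.93 for miR-543-3p, picked out after its value was seen, and -6.80 for miR-126-3p. It states that MEFs expressed more miRNAs, next to its description of read composition. Read as the share of miRNA reads, the values here go the same way, at 77.3% in MEFs and 52.3% in ESCs. Only the number of different miRNAs runs the other way. On average 527 had at least 10 reads in MEFs, against 579 in ESCs, with no allowance for depth. The legend of Fig. 3 names miR-294 and miR-295 where the text names miR-290 and miR-294; the common list holds miR-290-5p and miR-294-5p.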

Other observations

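The counts over other splits of the libraries and the tests of the chromosome 12 and miR-302 loci were tests chosen only after the result was seen. The tests of GC content and of fibroblast RNA were set before their values were seen. How the fibroblast RNA test is read was settled only after its values were known.

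Groups of the same sizes were formed from the same libraries in other ways and fitted with 2 groups. For MEFs against ESCs, 1 of the 10 splits, the real one, gave as many miRNAs past the threshold (551), and a share under 0.05 cannot be reached with 10 splits. For MEFs against pluripotent cells, 1 of 100 splits did (432), and for reprogrammed cells against ESCs, 1 of 84 did (544). The other splits gave 0 miRNAs past the threshold, and at most 4, 264 and 100 at an unadjusted p under 0.05. The real split of reprogrammed cells and ESCs is also a split by read quality measures, so the condition and the handling of the libraries cannot be told apart. The GC content of the hairpin showed little relation to the change between reprogrammed cells and ESCs across miRNAs (Spearman correlation -0.0324 over 645 miRNAs). Both arms share it, so it has no bearing on differences between arms.

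Group 1 of the paper was lower in iPSCs than in both nuclear transfer types. RNA from fibroblasts in the nuclear transfer libraries might raise such miRNAs, and 12 miRNAs typical of mesenchymal cells were listed to test it. All 12 were higher in MEFs than in ESCs by at least 1, and 9 were higher in NT-ESCs and 10 in NT-iPSCs than in iPSCs. The share of MEF RNA needed to give the level in NT-iPSCs ran from -1.94% to 299.95%, with a median of 6.44%, and in NT-ESCs from -17.2% to 225.3%, with a median of 1.42%. A single admixture would need about the same share for every marker. The shares needed in NT-iPSCs differed by more than a factor of 3 between markers from different hairpins, such as 74.3% for miR-22-3p and 0.960% for miR-10b-5p, and miR-152-3p and miR-218-5p were not higher in NT-iPSCs than in iPSCs (-0.18 and -0.17). A single admixture therefore does not account for every marker. The shares also assume that MEF and nuclear transfer libraries captured each miRNA alike, so a smaller contribution of fibroblast RNA to some markers cannot be told apart from other causes. Some markers were also higher in ESCs than in iPSCs, such as miR-10b-5p with 4744 and 136 normalized reads and miR-100-5p with 2415 and 120. The reverse held for miR-145-5p, miR-199a-3p and miR-22-3p. Whether the ESC libraries held fibroblast RNA was not tested.

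Between 109563692 and 109747960 on chromosome 12 of GRCm38, 98 mature miRNAs were tested and 61 of them (62.2%) were higher in reprogrammed cells than in ESCs, against 53.0% of all tested miRNAs. Of these 98, 55 were higher and 31 lower past the threshold, with a median of 0.84, and 47 of 10000 random lists had a median as high. The median at this locus was 0.94 between MEFs and ESCs, so the higher level than in ESCs is not particular to reprogrammed cells. With TMM-type scaling, chosen after seeing the data, 58.2% were higher. A change of the whole locus may explain part of this, but the members ran from -7.15 to 7.11, and differences in capture of the arms cannot be told apart from it.

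All 8 arms of the miR-302 cluster were higher in iPSCs than in both nuclear transfer types. The paper places 4 of them in its group 4, so their direction was known beforehand, and the 4 others were higher as well. This count is the observation itself and does not test a change of the whole locus. Reads without a 3′ adaptor and reads without an insert also separate the iPSC from the nuclear transfer libraries without overlap, and whether library handling raised these arms was not tested, so the pattern cannot be told apart from it. It rests on 2 libraries per type and 1 line each.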
